# Polychlorinated Biphenyl-126 Activates AXL/ERb/DNMT3A Axis to Drive Endometriosis Progression

**DOI:** 10.21203/rs.3.rs-6631264/v1

**Published:** 2025-05-13

**Authors:** Yuri Park, Nuri Sung, Eunsu Kim, Jaeyeong Jeong, Juhee Sim, Mi Jin Park, John Lydon, Xiaoming Guan, Sang Jun Han

**Keywords:** endometriosis, PCB126, Estrogen Receptor beta, AXL, DNMT3A

## Abstract

Endometriosis is a pathological condition in which endometrial cells proliferate outside the uterine cavity, resulting in pelvic pain and infertility. Exposure to endocrine-disrupting chemicals (EDCs) has been implicated in the progression of endometriosis, though the precise mechanisms remain largely undefined. Among EDCs, elevated levels of polychlorinated biphenyl (PCB)-126 have been strongly associated with endometriosis, particularly in patients with deep infiltrating disease. In a mouse model of endometriosis, PCB-126 exposure significantly promoted the growth of ectopic lesions by activating the Steroid Receptor Coactivator-1 (SRC-1) isoform/Matrix Metalloproteinase-9 (MMP9)/Estrogen Receptor-β (ERβ) axis, a key driver of disease progression. PCB-126 also enhanced ERβ activity via upregulation of the AXL Receptor Tyrosine Kinase (AXL)/Growth Arrest-Specific 6 (GAS6) signaling pathway in endometriotic lesions. Notably, BMS-777607, an AXL inhibitor, effectively suppressed lesion growth in this model. Moreover, the PCB-126/ERβ axis directly increased expression of DNA Methyltransferase 3A (DNMT3A), contributing to inflammation and immune dysregulation in endometriotic tissue. Collectively, these findings suggest that PCB-126 promotes endometriosis progression through coordinated activation of the AXL/ERβ/DNMT3A axis, driving estrogen-mediated epigenetic and immunoinflammatory responses.

## Introduction

Endometriosis is a medical condition in which endometrial cells grow outside the uterine cavity, affecting up to 10% of women of reproductive age and causing symptoms such as infertility and severe pelvic pain^1^. Due to the severe chronic morbidities associated with endometriosis, numerous studies have sought to identify the distinct molecular features of endometriotic lesions in order to develop more effective prognostic, diagnostic, and therapeutic strategies.

Several hypotheses have been proposed to explain the initiation and progression of endometriosis in approximately 10% of women of reproductive age^2^. Among these, exposure to environmental endocrine disruptors (EDRs)—such as polychlorinated biphenyls (PCBs), dioxins, bisphenol A, and phthalates—has been identified as a potential contributing factor in the progression of endometriosis^3^. For example, women exposed to moderate levels of PCBs (5–8 parts per billion [ppb]) or high levels (> 8 ppb) have a higher incidence of endometriosis compared to those with low PCB exposure (< 5 ppb)^4^. In addition, elevated serum levels of dioxin-like PCB congeners have been detected in Italian women with endometriosis compared to healthy controls^5^. A study conducted in Belgium, Italy, and India found elevated total PCB concentrations in patients with adenomyosis and peritoneal endometriosis compared to controls^6^. The primary route of human exposure to PCBs is through the consumption of contaminated food^7, 8^. Thus, accumulating evidence supports the hypothesis that women with high levels of PCB exposure are at increased risk of developing endometriosis compared to those with lower exposure levels.

Among PCBs, we are particularly interested in 3,3′,4,4′,5-pentachlorobiphenyl (PCB126) due to its unique molecular properties associated with endometriosis. PCB126 is considered the most potent dioxin-like PCB and has the highest Toxic Equivalency Factor (TEF) among PCBs, at 0.1—second only to TCDD, which has a TEF of 1.0. Owing to its high potency, PCB126 is often the primary contributor to the overall toxic equivalency in common PCB mixtures, accounting for up to 90% of the total dioxin-like activity^9^. Elevated levels of PCB126 have been detected in the adipose tissue of patients with deep infiltrating endometriosis^8^. PCB126 exposure stimulates the mRNA expression of steroidogenic genes—such as Steroidogenic Acute Regulatory Protein (STAR), Hydroxy-Delta-5-Steroid Dehydrogenase 3 Beta (HSD3B), and Cytochrome P450 Family 19 Subfamily A Member 1 (CYP19A1)—in chicken ovarian follicles, leading to elevated local estrogen levels, a key feature of endometriosis^10, 11^.

PCB126 exhibits estrogenic activity in certain contexts, although its effects are complex. For example, PCB126 enhances estradiol (E₂) production in fish ovarian follicles, mimicking the effects of exogenous E₂ by stimulating aromatase activity and modulating steroidogenic enzyme pathways^12^. Additionally, PCB126 induces estrogen receptor (ER)-responsive genes alongside aryl hydrocarbon receptor (AhR)-mediated responses^13^. This study revealed that PCB126 may promote estrogen-dependent disease progression, such as endometriosis, by facilitating crosstalk between AhR signaling and ER pathways.

PCB126 exposure induces dynamic changes in epigenetic regulation, including DNA methylation, histone modifications, and RNA methylation, in a tissue-dependent manner. Prenatal exposure to PCB126 in mice upregulates Dnmt1 and Dnmt3b expression in the fetal liver, resulting in global DNA hypermethylation^14^. Exposure to PCB126 also upregulates histone lysine methyltransferases, such as kmt2a and setd1a, in zebrafish, leading to altered chromatin accessibility^15^. Alterations in epigenetic regulation are significantly associated with endometriosis progression. For example, dysregulated expression of DNA methyltransferases (DNMT1, DNMT3A, and DNMT3B) in endometriotic lesions, along with differential DNA methylation patterns in genes involved in inflammatory pathways, steroid signaling, and apoptosis, have been linked to the development and progression of endometriosis^16, 17^.

The above observations strongly suggest that exposure to PCB126 may be a causal factor in the initiation and progression of endometriosis. However, the precise mechanisms by which PCB126 promotes endometriosis progression remain unclear.

## Material and Methods

### Rigorous Experimental Design

All investigators will be blinded to mouse genotype information.

#### Animal numbers and power calculations.

The required minimal number of animals per group was determined using a power calculation to ensure adequate statistical power (α = 0.05, power = 80%) to detect a biologically significant difference. Sample size estimation was performed using GPower^18^ based on each experiment data.

#### Mice.

C57BL/6J female mice (6 weeks old) and Severe Combined Immunodeficiency (SCID) female mice (6 weeks old) were purchased from Jackson Laboratory. C57BL/6J, SCID, ROSA^LSL:ERβ/+^ :PR^Cre/+19^, and PR^Cre/+20^, Dnmt3a^f/f21^, and Dnmt3a^f/f^:PR^Cre/+^ mice were maintained in the designated animal care facility at Baylor College of Medicine according to the Institutional Animal Care and Use Committee (IACUC) guidelines for the care and use of laboratory animals. An IACUC-approved protocol was followed for all animal experiments in this study. The assurance number of our animal protocol is D16–00475.

#### Immortalized human endometrial cells.

Immortalized human endometrial stromal cells (IHESCs)^22^ and EMosis-CC/TERT1 (immortalized human endometriotic epithelial cells)^23^, ERβ overexpressing IHEESCs^19^ were employed and confirmed by Short Tandem Repeat profiling; these cells were not contaminated with mycoplasma.

#### PCB126 effect on SRC-1 isoform, ERβ, and MMP9 in IHEECs.

IHEECs were treated with 0.1 nM PCB126 or vehicle control for 24 hours in DMEM/F12 medium supplemented with 10% FBS, penicillin (100 U/mL), streptomycin (100 μg/mL), and amphotericin B (2.5 μg/mL) under humidified conditions (5% CO₂, 95% air) at 37°C. Following treatment, total protein lysates were prepared from PCB126- and vehicle-treated IHEECs. The levels of SRC-1 isoform, ERβ, and MMP9 were assessed by Western blot analysis. Tubulin was used as a loading control.

#### 3-(4,5-Dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium) (MTS) cell growth assay.

Human endometrial cells were seeded into 96-well plates at a density of 1 × 10⁴ cells per well. The following day, cells were treated with serial dilutions of PCB126. After 3 days of treatment, 10μL of MTS reagent (Promega, catalog number: G1111) was added to each well, and the plates were incubated for 2 hours. Optical density was then measured at 450 nm using a microplate reader.

#### Surgically induced endometriosis (Autotransplantation):

Endometriosis was surgically induced in mice under anesthesia and aseptic conditions using a modified method described previously^24^. Briefly, C57BL/6J female mice (6 weeks old) were implanted subcutaneously with a sterile 60-day release pellet containing 0.36 mg of 17-β estradiol (Innovative Research of America). Two days after the implantation, one uterine horn from each mouse was isolated under anesthesia. In a Petri dish containing pre-warmed DMEM/F-12 medium (Invitrogen) supplemented with 100 U/mL penicillin and 100 μg/mL streptomycin, the uterine horns were longitudinally incised with scissors. A 2-mm endometrial fragment was then excised using a dermal biopsy punch (Miltex) and sutured to the mesenteric membrane attached to the intestine of the same mouse through a midline abdominal incision, using a 7 − 0 braided polypropylene suture (Ethicon). For endometriosis control mice, the suture was performed without endometrial tissue implantation. The abdominal incision was closed using a 5 − 0 braided polypropylene suture (Ethicon) in a continuous manner. On day 21 post-surgery, mice were euthanized, and both endometriotic lesions and eutopic endometria were carefully dissected from the surrounding tissues. In control mice, the uterus was collected 21 days after the sham endometriosis procedure. The volume of endometriotic lesions was calculated using the following formula: Volume (mm³) = 0.52 × width × length × height.

#### Endometriosis by heterotransplantation with cultured human endometrial cells:

For noninvasive analysis of ectopic lesion growth in Severe Combined Immunodeficiency (SCID) mice, luciferase-labeled IHEECs (Luc-IHEECs) and luciferase-labeled IHESCs (Luc-IHESCs) were used^19^. Cells were cultured in DMEM/F12 medium supplemented with 10% FBS, penicillin (100 U/mL), streptomycin (100 μg/mL), and amphotericin B (2.5 μg/mL) under humidified conditions (5% CO₂, 95% air) at 37°C. The culture medium was replaced every other day. On the day of transplantation, cells were trypsinized using 0.1% trypsinEDTA. Luc-IHESCs (2 × 10⁶ cells) were mixed with Luc-IHEECs (2 × 10⁶ cells) in 10 mL of DMEM/F12, pelleted, and washed. The mixed cell pellet was resuspended in 100 μL of DMEM/F12 and combined with 100 μL of Matrigel (BD Biosciences) at a 1:1 ratio. A total of 200 μL of the cell-Matrigel suspension was injected intraperitoneally along the midventral line just caudal to the umbilicus of SCID female mice (6 weeks old) previously implanted with a sterile 60-day release pellet containing 0.36 mg of 17-β estradiol (Innovative Research of America, Florida, USA).

#### Endometriosis to generate Dnmt3a knockout (KO) ectopic lesions.

Dnmt3^f/f^:PR^Cre/+^ and Dnmt3a^f/f^ female mice (n = 4 per group, 8 weeks old) were subcutaneously injected with 17β-estradiol (E2) at a dose of 100 ng per 20 g of body weight once daily for 3 consecutive days. After treatment, uterine horns from each mouse were isolated under anesthesia and longitudinally incised with scissors. A 2-mm endometrial fragment was then obtained using a dermal biopsy punch. Syngeneic recipient C57BL/6J female mice (8 weeks old, n = 8) were implanted subcutaneously with a sterile, 60-day release pellet containing 0.36 mg of 17β-estradiol (Innovative Research of America) two days prior to endometriosis surgery. On the day of surgery, one endometrial fragment from a donor mouse was sutured to the mesenteric membrane of a recipient mouse through a midline abdominal incision using a 7 − 0 braided polypropylene suture (Ethicon). The incision was then closed with a 5 − 0 braided polypropylene suture (Ethicon) in a continuous pattern. On day 21 following endometriosis induction, mice were euthanized, and endometriotic lesions as well as eutopic endometria were carefully dissected from surrounding tissues. Lesion volume was calculated using the formula: Volume (mm³) = 0.52 × width × length × height. The minimum number of animals required for endometriosis methods to assess the effect of Dnmt3a KO on endometriosis, achieving 80% power with a p-value of 0.05, is one mouse.

#### PCB126 exposure during endometriosis progression.

After endometriosis was induced in mice using both auto- and heterotransplantation methods, the mice were randomly divided into two groups. One group received intraperitoneal injections of PCB126 at a dose of 1 mg/kg once per week for 5 weeks. The control group received intraperitoneal injections of vehicles alone on the same schedule. The minimum number of animals required for both auto- and heterotransplantation methods to assess the effect of PCB126 on endometriosis, achieving 80% power with a p-value of 0.05, is two mice.

#### BMS-777607 inhibit endometriosis progression.

After endometriosis was induced in mice using autotransplantation, the mice were randomly divided into two groups. One group received intraperitoneal injections of BMS-777607 (25 mg/kg; Selleckchem, catalog number: S1562) five times per week for 3 weeks. The control group received intraperitoneal injections of vehicles on the same schedule. The minimum number of animals required for both auto transplantation methods to assess the effect of BMS-777607 on endometriosis, achieving 90% power with a p-value of 0.01, is one mouse.

#### Mouse Receptor Tyrosine Kinase (RTK) Array Analysis.

To assess differential receptor tyrosine kinase (RTK) activation between normal and endometriotic tissues, as well as between ectopic lesions exposed to PCB126 or vehicle, the Mouse Phospho-RTK Array Kit (R&D Systems, catalog number: ARY014) was used according to the manufacturer’s instructions. Briefly, normal endometrial tissues, endometriotic lesions, and ectopic lesions treated with PCB126 or vehicle were freshly harvested from mice. Total cell lysates were prepared from the isolated tissues. Equal amounts of protein (300 μg per array membrane) from each sample group were incubated with pre-blocked phospho-RTK array membranes overnight at 4°C on a rocking platform. After washing to remove unbound proteins, the membranes were incubated with a cocktail of biotinylated anti-phosphotyrosine detection antibodies, followed by a streptavidinhorseradish peroxidase (HRP) conjugate. Chemiluminescent signals were developed using the supplied substrate and visualized with a chemiluminescent imaging system. Dot intensities corresponding to phosphorylated RTKs were quantified using ImageJ software, normalized to internal reference spots, and compared across sample groups to identify differentially activated RTKs.

#### Western Blot Analyses.

Primary antibodies against the following proteins were used: SRC-1 (ab10308; Abcam, 1:1000 dilution), ERβ antibody (Invitrogen, catalog number: PPZ0506), MMP9 (ab38898; Abcam, 1:1000 dilution), and tubulin (antibody information to be specified). Membranes were incubated with HRP-conjugated secondary antibodies (Sigma), and signals were detected using the SuperSignal^™^ West Femto Chemiluminescent Substrate (Thermo Scientific).

#### Imaging and Quantification of Bioluminescence Data:

Mice were anesthetized with 1.5% isoflurane in air using an inhalation anesthesia system (VetEquip). D-Luciferin (Xenogen) was administered via intraperitoneal injection at a dose of 40 mg/kg body weight. Ten minutes after injection, mice were imaged using an IVIS Imaging System (Xenogen) under continuous isoflurane anesthesia (1–2%). Imaging parameters were kept consistent across all sessions for comparative analysis. Grayscale reference images were superimposed with pseudocolor images representing bioluminescence signals and analyzed using Living Image software (Version 4.4, Xenogen). A region of interest (ROI) was manually drawn over the area of signal intensity, and the ROI size was kept constant across all samples. Signal intensity was quantified as total photon flux (photons/sec/cm²) within the ROI.

#### PCB126 effect on ERα and ERβ activity.

HeLa cells were cultured in phenol red–free DMEM supplemented with 10% charcoal-stripped serum. Cells were then plated into 24-well plates. Once they reached approximately 90% confluence, HeLa cells were transiently transfected using Lipofectamine 2000 (Thermo Fisher, catalog number: [insert reference]) with an ERβ expression vector in the pCR3.1 backbone (5 ng/well) and a luciferase reporter plasmid containing five copies of the Estrogen Response Element (ERE; 400 ng/well). As a control for ERβ, a parallel group of HeLa cells was transfected with an ERα expression vector in the same vector backbone (5 ng/well) along with the same ERE-luciferase reporter (400 ng/well). Two days of post-transfection, cells were treated with PCB126 at concentrations ranging from 0 to 200 nM for an additional 2 days. As a positive control, a separate set of cells was treated with 10 nM estradiol for 2 days. Luciferase activity was measured using the Luciferase Assay System (Promega, catalog number: E1500) according to the manufacturer's instructions.

#### PCB126 Effects on GAS6 and ESR2 Expression Levels Using RT-qPCR

IHEECs and IHESCs were cultured as previously described. To assess whether PCB126 increases GAS6 and ESR2 expression levels, cells were seeded in 6-well plates one day prior to treatment. Once the cells reached approximately 80% confluency, various concentrations of PCB126, diluted in DMSO, were added. After 24 hours of treatment, total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, catalog number: 74134). First-strand cDNA was synthesized from 1 μg of total RNA using the SuperScript II Reverse Transcriptase Kit (Invitrogen, catalog number: 18064022) according to the manufacturer’s instructions. Gene expression levels of GAS6 and ESR2 were quantified using TaqMan probes for GAS6 (Invitrogen, catalog number: Hs01090305_m1) and ESR2 (Invitrogen, catalog number: Hs00230957_m1). Relative mRNA expression was calculated using the 2^−ΔΔCT method and normalized to 18S rRNA levels.

#### Effect of GAS6 on ERβ Transcriptional Activity Using the ERE Luciferase Assay

HeLa cells were seeded in 24-well plates and cultured in phenol red–free DMEM supplemented with 10% charcoal-stripped serum. When cells reached approximately 80% confluency, they were transiently transfected with 500 ng of the pCR3.1-ERE-luc reporter plasmid and 50 ng of the ERβ expression plasmid (pCR3.1-ERβ) using Lipofectamine 2000 (ThermoFisher, catalog number: 116680300), following the manufacturer’s protocol. Three days after transfection, cells were treated with varying concentrations (0–100 ng/mL) of GAS6 protein (R&D Systems, catalog number: 885-GSB). After 48 hours of treatment, relative luciferase activity was measured using the Luciferase Assay System (Promega, catalog number: E1500).

#### RNA-sequencing analysis of Dnmt3a ectopic lesions

Dnmt3a knockout (KO) ectopic lesions (n = 3) and wild-type (WT) control lesions (n = 3) were generated using Dnmt3a^f/f^ :PR^Cre/+^ (8 weeks old, n = 3) and Dnmt3a^f/f^ (8 weeks old, n = 3) female donor mice, as described above. Total RNA was extracted from Dnmt3a KO and control ectopic lesions using the RNeasy Plus Mini Kit (Qiagen, catalog number: 74134), according to the manufacturer’s instructions. To minimize genomic DNA contamination, the spin column membrane was additionally treated with DNase I (2 U/μL). RNA quality was assessed using a NanoDrop spectrophotometer, Invitrogen Qubit 2.0 fluorometric quantitation assay, and Agilent Bioanalyzer. RNA libraries were prepared using the Illumina TruSeq Stranded mRNA Library Preparation Kit. Sequence reads were trimmed to remove adapter sequences and low-quality bases using Galaxy version 23.1.rc1^25^. Trimmed sequence reads were mapped to the GRCm38 reference genome. Read count extraction and normalization were subsequently performed using tools on the Galaxy platform. The processed data was visualized as a heatmap using the heatmap generation tool in Galaxy version 23.1.rc1.

#### Formalin-Fixed Paraffin-Embedded (FFPE) for Human Endometriotic Lesions and

##### Normal Endometrium

Ovarian endometriomas were obtained from patients with endometriosis during surgical procedures at Baylor College of Medicine under an Institutional Review Board (IRB)-approved protocol. Normal endometrial tissue was collected from uteri removed during hysterectomies performed for uterine fibroids, also under an IRB-approved protocol at Baylor College of Medicine. All patients had discontinued exogenous hormonal treatments for at least three months prior to surgery. Both endometriotic lesions and normal endometrial tissues were fixed in 10% buffered formalin phosphate for 24 hours and subsequently stored in 70% ethanol. The tissues were dehydrated using ethanol and xylene in a tissue processor and then embedded in paraffin.

##### Gene Expression Omnibus (GEO)

RNA expression profiles comparing control and Dnmt3a KO ectopic lesions in mice with endometriosis have been deposited in the GEO database under accession number GSE296259.

#### Statistical analyses

Statistical analyses were performed using GraphPad Prism 8. P values < 0.05 were considered statistically significant.

### Results

#### The PCB126 exposure elevates endometriosis progression.

Elevated levels of PCB126 are correlated with the progression of endometriosis in women^26^. However, there is no direct evidence demonstrating whether and how PCB126 exposure promotes the progression of endometriosis. To address this critical question, endometriosis was surgically induced in female mice using the autotransplantation method, followed by intraperitoneal injection of PCB126 (1 mg/kg) or vehicle as a control. Compared to vehicle-treated mice, PCB126 exposure significantly increased the volume of ectopic lesions (Fig. 1A). In addition to lesion enlargement, H&E staining revealed that PCB126 induced multilayered epithelial structures within the endometriotic lesions, a feature not observed in the vehicle-treated group (Fig. 1B).

Furthermore, immunohistochemistry (IHC) for Ki-67, a proliferation marker, showed significantly increased cellular proliferation in both epithelial and stromal compartments of the lesions in PCB126-treated mice compared to controls (Figs. 1C, 1D, and 1E). These findings indicate that PCB126 exposure enhances the proliferation of epithelial and stromal cells, promoting an atypical and more aggressive form of endometriosis in this murine model.

The above observations also raised the question of whether PCB126 exposure promotes the progression of human endometriosis. To investigate this, we injected a mixture of immortalized human endometrial epithelial cells (IHEECs) and stromal cells (IHESCs) into Severe Combined Immunodeficiency (SCID) mice to generate human endometriotic lesions using a heterotransplantation method, as described in a previous study^19^. To non-invasively monitor the growth of human endometriotic lesions in mice, luciferase-labeled immortalized human endometrial epithelial and stromal cells were used^19^. Comparative analysis of *in vivo* luciferase imaging revealed that PCB126 exposure significantly increased luciferase activity in human endometriotic lesions in SCID mice compared to vehicle-treated controls (Fig. 1F). These findings indicate that PCB126 exposure promotes the progression of both murine and human endometriotic lesions in mouse models.

#### The exposure of PCB126 elevated the endometriosis driver in endometriotic lesions.

The Steroid Receptor Coactivator-1 (SRC-1) isoform/Matrix Metalloproteinase-9 (MMP-9)/Estrogen Receptor beta (ERβ) axis has been identified as a key driver of endometriosis by inhibiting apoptosis and promoting inflammatory responses within endometriotic lesions^19, 24^. Thus, we investigated whether PCB126 exposure modulates the SRC-1 isoform/MMP-9/ERβ axis in endometriotic lesions, thereby enhancing endometriosis progression. Endometriotic lesions were isolated from mice with endometriosis treated with PCB126 or vehicle control, and the levels of this regulatory axis were analyzed by Western blot. PCB126 exposure significantly increased the ratio of the SRC-1 isoform to full-length SRC-1 in endometriotic lesions compared to vehicle-treated controls (Fig. 2A). In addition, PCB126 elevated the protein levels of MMP-9 and ERβ in endometriotic lesions (Figs. 2B and 2C). These results indicate that PCB126 enhances the SRC-1 isoform/MMP-9/ERβ axis, contributing to the progression of endometriosis in this mouse model. To further validate whether PCB126 exposure also activates this axis in human endometriotic lesions, we employed immortalized human endometrial epithelial cells (IHEECs) derived from ovarian endometrioma patients^27^. PCB126 exposure increased the levels of the SRC-1 isoform, MMP-9, and ERβ in IHEECs compared to vehicle-treated controls, consistent with observations in mouse endometriotic lesions (Fig. 2D). These findings indicate that PCB126 enhances the SRC-1 isoform/MMP-9/ERβ axis in both mouse and human endometriotic lesions, thereby promoting endometriosis progression through inhibition of apoptosis and activation of inflammatory responses.

Endometriosis is an estrogen-dependent disease, with both ERβ and ERα playing critical roles in its progression^28, 29^. Therefore, it remains unclear whether PCB126 activates both estrogen receptors or selectively targets one subtype. To address this key question, HeLa cells were used, as they are widely regarded as ERα- and ERβ-negative and thus serve as an ideal model system for studying exogenous ER activation^30^. To assess ER activity, HeLa cells were transiently transfected with either an ERα or ERβ expression vector along with a luciferase reporter containing an estrogen response element (ERE). As a control, we evaluated the effect of estradiol (10 nM) on ER activity in HeLa cells. Estradiol significantly increased the transcriptional activity of both ERα and ERβ compared to vehicle-treated cells (Figs. 2E and 2F). Using this system, we next assessed whether PCB126 activates ERs. PCB126 (0.1 nM) significantly increased ERβ transcriptional activity compared to the vehicle (Fig. 2E), whereas it did not induce ERα activity (Fig. 2F). These results indicate that PCB126 preferentially activates ERβ over ERα.

To validate whether the PCB126/ERβ axis drives endometriosis progression, we employed IHEECs overexpressing ERβ (IHEECs:ERβ)^19^ and then determined whether PCB126 enhances the growth of IHEECs:ERβ compared to their parental IHEECs. The MTS cell proliferation assay revealed that PCB126 significantly increased the proliferation of IHEECs:ERβ compared to control IHEECs (Fig. 2G). These results suggest that PCB126 promotes the proliferation of IHEECs primarily through ERβ activation.

#### PCB126 activates the AXL/GAS6 axis to enhance ERβ activity in endometriotic lesions.

How does PCB126 activate ERβ in endometriotic lesions to promote endometriosis progression? Receptor tyrosine kinase (RTK) signaling has been shown to modulate ERβ activity^31, 32^ and PCB126 is known to influence RTK signaling pathways involved in regulating various cellular processes^33, 34^. RTK activation contributes to endometriosis progression and is considered a potential molecular therapeutic target for its treatment^35^. These observations suggest that ERβ activation by RTK signaling is enhanced by PCB126. To test this hypothesis, a mouse RTK array was performed using control endometrial tissue from healthy mice, as well as eutopic and ectopic endometria from mice with endometriosis (Fig. 3A). The levels of phosphorylated ErbB2 (p-ErbB2), EGFR (p-EGFR), MuSK (p-MuSK), and Axl (p-Axl) were markedly elevated in ectopic lesions compared to both eutopic and control endometria (Fig. 3B). These findings indicate that the activation of ErbB2, EGFR, MuSK, and Axl is associated with endometriosis progression in mice. The next question was which RTK(s) are specifically involved in PCB126-induced endometriosis progression. To address this, a mouse RTK array was conducted on ectopic lesions isolated from mice with endometriosis treated with either PCB126 or vehicle (Fig. 3C). PCB126 exposure significantly increased the levels of p-Axl and p-ErbB2 in endometriotic lesions (Fig. 3D). Among the RTKs associated with endometriosis, Axl and ErbB2 were preferentially activated by PCB126, suggesting their involvement in PCB126-mediated disease progression. Given that Axl has been more extensively studied in the context of endometriosis, we focused on its activation by PCB126 for further investigation^36, 37^.

Although Axl activation is associated with PCB126-induced endometriosis, direct evidence demonstrating its causal role in disease progression is lacking. To address this, we employed the Axl inhibitor BMS-777607, which has been shown to specifically reduce Axl phosphorylation, tumor invasion, and angiogenesis in glioma cells^38^. Mice with endometriosis exposed to PCB126 were treated with either BMS-777607 or vehicle as a control. BMS-777607 treatment significantly reduced the volume of endometriotic lesions in PCB126-exposed mice compared to the vehicle-treated group (Figs. 3E and 3F). These results indicate that Axl activation plays a critical role in mediating PCB126-induced endometriosis progression.

The next question is how PCB126 activates Axl in endometriotic lesions. To address this, we measured the levels of GAS6, the ligand for Axl, in endometrial cells treated with PCB126 compared to vehicle. PCB126 (0.1 nM) significantly increased GAS6 mRNA levels in both IHEECs (Fig. 4A) and IHESCs (Fig. 4B). These results suggest that PCB126 upregulates GAS6 expression, leading to Axl activation in endometriotic lesions. We next asked whether PCB126 also increases ERβ levels in endometriotic lesions, thereby promoting disease progression. Similar to GAS6, PCB126 (0.1 nM) treatment elevated ERβ levels in both IHEECs (Fig. 4C) and IHESCs (Fig. 4D) compared to the vehicle. To further explore whether GAS6 can enhance ERβ activity, HeLa cells were transiently transfected with an ERβ expression vector and an ERE-luciferase reporter construct. Treatment with GAS6 (50 ng/ml) significantly increased ERβ transcriptional activity compared to vehicle-treated controls (Fig. 4E). These findings indicate that, in addition to elevating ERβ expression, PCB126 enhances ERβ activity through activation of the Axl/GAS6 signaling axis in endometriotic lesions.

#### PCB126 upregulated Dnmt3a in endometriotic lesions.

Epigenetic dysregulation is associated with endometriosis progression, and PCB126 exposure has been shown to alter epigenetic states, including DNA methylation^39, 40^. Based on these findings, we investigated whether PCB126 alters the expression of DNA methyltransferases (DNMTs) in endometriotic lesions compared to control endometrium, potentially promoting endometriosis progression through lesion-specific DNA methylation. Ectopic lesions and eutopic endometrium were isolated from mice with endometriosis, along with normal uterine tissue from control mice. Western blot analysis showed that Dnmt3a levels were significantly elevated in ectopic lesions compared to both eutopic endometrium and control endometrium (Fig. 5A). In contrast, Dnmt1 levels remained unchanged across ectopic, eutopic, and normal endometrial tissues (Fig. 5A). Immunohistochemical (IHC) analysis further confirmed that Dnmt3a expression was markedly increased in both the epithelial and stromal compartments of ectopic lesions in mice with endometriosis compared to normal endometrium (Fig. 5B). To validate these findings in humans, IHC for Dnmt3a was performed on human endometriotic lesions from endometriosis patients and compared with endometrial tissue from women without the disease. Consistent with the mouse model, Dnmt3a levels were significantly elevated in both epithelial and stromal cells of human endometriotic lesions relative to normal endometrium (Fig. 5C). These results demonstrate that Dnmt3a is upregulated in ectopic lesions in both human patients and mouse models of endometriosis, suggesting a potential role in disease progression.

To determine the effect of PCB126 on Dnmt3a expression in endometriotic lesions, ectopic lesions and eutopic endometrium were isolated from mice with endometriosis treated with PCB126 or vehicle as a control. Western blot analysis showed that PCB126 treatment increased Dnmt1 levels in ectopic lesions but not in eutopic endometrium (Fig. 5D). In contrast, PCB126 significantly elevated Dnmt3a levels in both ectopic lesions and eutopic endometrium compared to vehicle-treated controls (Fig. 5D).

Conversely, PCB126 treatment reduced Dnmt3b levels in both ectopic lesions and eutopic endometrium (Fig. 5D). Furthermore, IHC analysis confirmed that PCB126 exposure markedly increased Dnmt3a expression in both epithelial and stromal cells of mouse ectopic lesions compared to vehicle-treated mice with endometriosis (Fig. 5E). These findings indicate that PCB126 exposure significantly upregulates Dnmt3a expression in endometriotic lesions in a mouse model of endometriosis.

#### Dnmt3a is an ERβ target gene in ectopic lesions.

How is Dnmt3a upregulated in endometriotic lesions? This is a key question for understanding Dnmt3a-mediated endometriosis progression. To investigate this, we reanalyzed a previously published ERβ chromatin immunoprecipitation sequencing (ChIP-seq) dataset specific to endometriotic lesions^29^ and found that ERβ directly binds to the promoter region of the *Dnmt3a* gene (Fig. 6A). To determine whether ERβ binding increases Dnmt3a expression in endometriotic lesions, we utilized our ERβ overexpression mouse model (ROSA^LSL:ERβ/+^:Progesterone Receptor (PR)^Cre/+^, ERB:OE) in which ERβ levels are significantly elevated across all compartments of the uterine tissue^19^. IHC analysis for Dnmt3a revealed markedly elevated expression in both epithelial and stromal cells of the uterus in ERβ:OE mice compared to control mice (PR^Cre/+^) (Fig. 6B). These results indicate that ERβ functions as a key transcriptional regulator that directly upregulates Dnmt3a expression in the uterine endometrium.

#### Dnmt3a has a critical role in endometriosis progression.

To determine whether Dnmt3a plays an essential role in endometriosis progression, we generated an endometrium-specific Dnmt3a knockout (KO) mouse by crossing floxed Dnmt3a ((Dnmt3a^f/f^)^21^ with Progesterone Receptor (PR)^Cre/+^ mice, in which Cre recombinase is expressed in PR-expressing cells^20^. To generate Dnmt3a knockout (KO) ectopic lesions, uteri were isolated from Dnmt3a^f/f^:PR^Cre/+^ female mice, and endometrial fragments were implanted into syngeneic female recipient mice (Fig. 6C). As a control, uteri were isolated from Dnmt3a ^f/f^ female mice, and control endometrial fragments were similarly implanted into syngeneic recipients (Fig. 6C). Comparative analysis revealed that the volume of Dnmt3a KO ectopic lesions was significantly smaller than that of control lesions (Fig. 6D). To validate Dnmt3a deletion in the ectopic lesions, IHC with a Dnmt3a-specific antibody was performed on both KO and control lesions. The staining confirmed that Dnmt3a expression was absent in both epithelial and stromal cells of Dnmt3a KO lesions, while it was readily detected in control lesions (Fig. 6E). Collectively, these results demonstrate that Dnmt3a plays a critical role in the progression of endometriosis in this mouse model.

#### Dnmt3a regulates inflammatory immune response in ectopic lesions for the progression of endometriosis.

How does Dnmt3a drive endometriosis progression? To address this key question, RNA expression profiles of control ectopic lesions (n = 3) and *Dnmt3a* knockout (KO) ectopic lesions (n = 3) were analyzed using bulk RNA-seq. 

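In this comparison the donor of the ectopic tissue was either a floxed mouse (Dnmt3a f/f, control, WT) or a floxed mouse in which Cre recombinase, expressed in cells with progesterone receptor, removes the floxed part of Dnmt3a (Dnmt3a f/f:PR-Cre/+, KO). Dnmt3a, listed as ENSMUSG00000020661.16, lies on chromosome 12 of GRCm38 from 3806007 to 3914443. Its level was 52.7, 43.9 and 51.7 CPM (counts scaled to the size of the library) in WT replicates 1, 2 and 3 and 30.3, 33.5 and 36.2 CPM in KO replicates 1, 2 and 3. The means were 49.4 ± 4.82 CPM (SD, n = 3) in WT and 33.3 ± 2.92 CPM (SD, n = 3) in KO lesions, and every WT lesion lay above every KO lesion (exact two-sided permutation test, p = 0.1, the smallest p that 3 lesions against 3 allow). The log2 fold change was -0.57 with a standard error of 0.14 (adjusted p = 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.65 and -0.50 with each lesion left out in turn. Over the 13 alternatives fixed in advance, the adjusted p-value of Dnmt3a ran from 0.0447 with DESeq2's Wald test to 0.668 without KO replicate 2 and was under 0.05 in 1 of them. Of the 5 alternatives chosen after seeing the data, DESeq2 without WT replicate 2 gave 0.00471 and the others gave over 0.05.
Each lesion gave 1 library of messenger RNA, made from the whole tissue piece, so that all cell types of the piece enter the counts. The authors trimmed the reads, mapped them to GRCm38 and counted reads per gene with tools on the Galaxy platform, and the deposited values are raw counts for 56884 genes without normalization. The totals were 49265709, 45370342 and 49460047 counts in WT replicates 1, 2 and 3 and 57239184, 47982125 and 45911474 counts in KO replicates 1, 2 and 3, with a median of 49265709 in WT and 47982125 in KO. The gene symbols came from the GENCODE M21 annotation, in which 51948 of the 56884 gene identifiers were found after their version was removed. From the counts, low genes were removed with edgeR's filterByExpr, which left 18177 genes, the libraries were scaled by TMM (factors from 0.962 to 1.05), and KO was tested against WT with no other term in the model. Standard errors were derived from the log2 fold change and the F statistic of that test. The common biological coefficient of variation was 44.2%. The paper gives day 21 as the day of collection, and the sample labels give 4 weeks. The methods describe a uterine fragment sutured to the mesenteric membrane, and the labels describe tissue fragments injected into the peritoneal cavity.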

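Principal component analysis of log2 CPM over the 18177 tested genes, with a prior count of 2, placed the WT lesions at PC1 scores of -53.0, -78.3 and -49.8 and the KO lesions at 81.1, 99.1 and 0.872. PC1 held 44.5% of the variance. PC2 held 30.2% and set WT replicate 2, at -95.7, apart from WT replicates 1 and 3, at 68.5 and 64.2. The choice of genes moved the separation most. On the 500 most variable genes, the PC1 score of WT replicate 2 was 14.6, on the side of the KO lesions (25.8 to 45.8), while WT replicates 1 and 3 lay at -66.0 and -64.3. Pearson correlations of log2 CPM across genes were 0.907 to 0.974 within WT, 0.935 to 0.965 within KO and 0.868 to 0.941 between WT and KO, so the ranges within and between the groups overlapped. Genes are not independent replicates, and these correlations describe the libraries only. For 1589 genes all WT values lay above all KO values, and for 1936 genes all KO values lay above all WT values. Together these are 19.4% of the genes tested, where chance gives 10% for 3 lesions against 3.

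**Figure D1:**
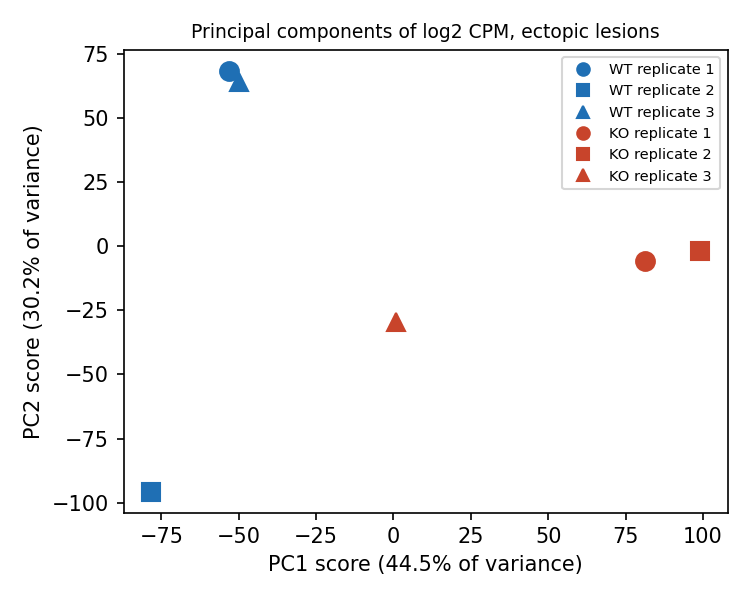
Scores of the 6 lesions on PC1 (horizontal axis, 44.5% of the variance) and PC2 (vertical axis, 30.2%), with 1 point per lesion and control and Dnmt3a KO lesions marked by colour. KO replicate 3 lies between the other KO lesions and the WT lesions on PC1, and WT replicate 2 lies apart from WT replicates 1 and 3 on PC2.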

A heatmap of Z-scores revealed distinct RNA expression patterns between *Dnmt3a* KO and control ectopic lesions (Fig. 7A). Differential gene expression analysis identified 251 genes significantly upregulated in *Dnmt3a* KO ectopic lesions (− log₁₀[p-value] > 1.3 and log₂[fold change] > ± 1.0). In contrast, a substantially larger number of genes—708 in total—were significantly downregulated in *Dnmt3a* KO lesions compared to controls (− log₁₀[p-value] > 1.3 and log₂[fold change] > ± 1.0) (Fig. 7B). 

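In edgeR's quasi-likelihood fit, 564 genes were higher in KO lesions with an unadjusted p-value under 0.05 and a log2 fold change above 1. Without the limit on the fold change, 1190 genes were higher at an unadjusted p-value under 0.05. After Benjamini-Hochberg adjustment over all genes tested, 0 higher genes had an adjusted p-value under 0.05. All 3 KO values lay above all 3 WT values for 421 of the 564 genes. The number depended on single lesions: it was 280 without KO replicate 2 and 1021 without KO replicate 3. DESeq2's Wald test, run as an alternative, gave 842 higher genes at the unadjusted threshold, and 307 had an adjusted p-value under 0.05. With an adjusted p-value under 0.05 and a log2 fold change above 1, DESeq2 gave 251 higher genes, the paper's number. This setting was chosen after seeing the data, and the paper's text states its threshold as a p-value.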

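On the KO-lower side, 1064 genes had an unadjusted p-value under 0.05 and a log2 fold change below -1, which is 65.4% of the genes past this threshold in either direction. With upper quartile scaling in place of TMM, which moved the median log2 fold change of all genes from 0.01 to 0.11, 716 genes were higher and 907 lower, or 55.9% lower. Leaving out KO replicate 1 gave 551 lower genes and leaving out KO replicate 3 gave 1650. In 740 of the 1064 genes every WT lesion lay above the KO range, and in 210 only WT replicates 1 and 3 did. Transcripts of skeletal muscle genes were counted in those 2 libraries and hardly in WT replicate 2. At an unadjusted p-value under 0.05 alone, 1484 genes were lower and 1190 higher. At that threshold the excess depended on the scaling and turned with upper quartile scaling, to 1945 higher and 1179 lower genes, and with an offset for GC content and gene length chosen after seeing the data, to 1861 higher and 1171 lower genes.
DESeq2's Wald test gave 1839 lower genes at the unadjusted threshold, and 770 lower genes had an adjusted p-value under 0.05. Of the lower genes, 708 had both an adjusted p-value under 0.05 and a log2 fold change below -1 in DESeq2, the paper's number. This setting too was chosen after seeing the data. After adjustment in edgeR's fit, 1 lower gene had an adjusted p-value under 0.05. This was Kcnj2 (ENSMUSG00000041695.3, chromosome 11 of GRCm38 from 111066164 to 111076821), which encodes an inwardly rectifying potassium channel. Its level was 40.2, 40.4 and 34.2 CPM in WT and 6.39, 6.56 and 7.33 CPM in KO lesions. The log2 fold change was -2.5 (standard error 0.15, adjusted p = 0.0446 from edgeR's quasi-likelihood test). Over the 13 alternatives fixed in advance, its log2 fold change stayed between -2.60 and -2.41, and its adjusted p-value ran from 3.26e-35 with DESeq2 to 0.668 with KO replicate 2 left out and was under 0.05 in 5 of them. Of the 5 alternatives chosen after seeing the data, robust prior estimation (0.0424), DESeq2 without its filters (4.88e-35) and DESeq2 without WT replicate 2 (6.04e-32) gave Kcnj2 an adjusted p-value under 0.05, and thinned libraries and the offset for GC content and gene length did not.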

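The gene sets shown in Fig. 7C were not available here, and Reactome sets with related content were tested in their place with camera, which compares a set with all other genes. No set stood for MYC targets. The set for regulation of DNA replication by E2F had 27 tested genes, of which 4 were lower in KO lesions, with a median log2 fold change of 0.27 (adjusted p = 0.00795 from limma's camera). For the G2/M checkpoints set, 8 of 51 genes were lower, with a median of 0.23 (adjusted p = 0.00283 from camera). The cell cycle gene lists of the Seurat package had a median of 0.35 over 43 S phase genes and 0.42 over 54 G2/M genes (adjusted p = 4.72e-05 and 7.57e-05 from camera). Among the other sets of this kind, the mitotic cell cycle (median 0.13, adjusted p = 0.0155 from camera), S phase (0.13, 0.0275), DNA repair (0.15, 0.00683) and the unfolded protein response (0.23, 0.0255) were past 0.05, and DNA replication was not (0.11, 0.0803). The calls depended on single lesions, except for Seurat's S phase genes, whose adjusted p-value from camera was at most 0.0296 with any lesion left out. That call rested on camera's preset correlation between genes. With the correlation estimated from the data, camera gave Seurat's S phase genes an adjusted p-value of 0.655. Fry, which tests whether a set changes at all, gave them 0.338. Without KO replicate 1, the adjusted p-values from camera were 0.135 for the E2F set, 0.115 for the G2/M checkpoints and 0.113 for Seurat's G2/M genes, the highest with any lesion left out, and the lowest were 0.00339, 0.000818 and 1.33e-07. S phase, the mitotic cell cycle and DNA repair then had 0.354, 0.299 and 0.115, and the unfolded protein response 0.0453. Without WT replicate 1, the adjusted p-value was 0.105 for the E2F set, 0.106 for the G2/M checkpoints and S phase, 0.126 for the mitotic cell cycle and 0.0969 for the unfolded protein response, while Seurat's G2/M genes (0.0420) and DNA repair (0.0306) stayed under 0.05. The unfolded protein response was also not past 0.05 without WT replicate 2 (0.0692) or KO replicate 2 (0.0966), and S phase not without WT replicate 2 (0.0507). The median log2 difference of Seurat's G2/M genes from the mean of the WT lesions was 0.97 in KO replicate 1, 0.15 in KO replicate 2 and 0.06 in KO replicate 3. From the mean of the KO lesions it was -0.76 in WT replicate 1, -0.16 in WT replicate 2 and -0.29 in WT replicate 3. The proliferation marker Mki67 had a log2 fold change of 0.06 (standard error 0.36, adjusted p = 0.944 from edgeR's quasi-likelihood test), and the sign turned without WT replicate 1, WT replicate 3 or KO replicate 1, to -0.25 in the last case.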

Gene Set Enrichment Analysis (GSEA) showed that only a few cellular pathways, including E2F targets, MYC targets, and the G2/M checkpoint, were upregulated in *Dnmt3a* KO lesions relative to controls (Fig. 7C). In contrast, many cellular pathways were significantly downregulated in *Dnmt3a* KO lesions (Fig. 7D). 

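Of 884 Reactome sets with 10 to 500 tested genes, 85 were lower and 41 higher in KO lesions at an adjusted p-value under 0.05 from camera with its preset correlation between genes. The lower number was 28 without WT replicate 2, and the higher number was 5 without KO replicate 1. With the correlation estimated for each set, 0 sets passed and 10 had an unadjusted p-value under 0.05. With fry, which tests whether a set changes at all, 0 of the 884 passed and 60 had an unadjusted p-value under 0.05. Of the sets chosen in advance, only glycolysis held under fry (adjusted p = 0.00437), and none held with the estimated correlation (lowest adjusted p-value 0.0993, for glycolysis). The glycolysis set had a median log2 fold change of -0.82 over 27 genes, of which 22 were lower (adjusted p = 3.03e-07 from camera). The median was -0.43 without WT replicate 2 (adjusted p = 4.12e-10). The respiratory electron transport set had a median of -0.23 (adjusted p = 0.00795), and this rose to 0.584 without WT replicate 1, 0.402 without WT replicate 3 and 0.238 without KO replicate 3. The median of that set was -0.43 without WT replicate 2. Its median log2 differences from the mean of the KO lesions were 0.45, -0.31 and 0.41 in WT replicates 1, 2 and 3. It was thus higher than in KO only in WT replicates 1 and 3, the libraries with skeletal muscle transcripts. For this set, muscle in the tissue pieces cannot be told apart from an effect of genotype. All 23 tested genes of the striated muscle contraction set were lower (adjusted p = 4.14e-10), with median log2 differences from the mean of the KO lesions of 7.80 in WT replicate 1, 0.53 in WT replicate 2 and 6.54 in WT replicate 3.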

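Reactome sets were also chosen in advance for angiogenesis, reactive oxygen species, the extracellular matrix side of EMT and PI3K-AKT signaling. The extracellular matrix organization set had a median log2 fold change of -0.30 over 217 genes, of which 151 were lower in KO lesions (adjusted p = 0.00119 from camera). This set depended on KO replicate 2, without which the adjusted p-value was 0.219, the highest with any lesion left out (lowest 4.03e-08), and its median was -0.20 without WT replicate 2. The PI3K AKT activation set had a median of -0.12 over 78 genes (adjusted p = 0.0427 from camera), which was 0.297 without WT replicate 2, 0.219 without KO replicate 1, 0.162 without KO replicate 2 and 0.0923 without WT replicate 1. Its median was -0.06 without WT replicate 2. Signaling by VEGF, standing for angiogenesis, had a median of -0.08 over 99 genes (adjusted p = 0.286). This median was 0.01 with upper quartile scaling, and the set's direction turned without WT replicate 2 (adjusted p = 0.914). The detoxification of reactive oxygen species set had a median of -0.13 over 25 genes, of which 14 were lower (adjusted p = 0.518). Neither of these last sets differed from the other genes beyond the spread between lesions.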

Notably, most of these downregulated pathways—including angiogenesis, reactive oxygen species (ROS) signaling, epithelial–mesenchymal transition (EMT), PI3K-AKT signaling, and inflammatory signaling—are well-established as essential contributors to endometriosis progression^41, 42^. Among these, inflammatory response-related pathways—including interferon, interleukin, TNFα, and TGFβ signaling—were markedly and significantly downregulated in *Dnmt3a* KO ectopic lesions compared to control ectopic lesions (Fig. 7D). 

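The interferon gamma signaling set showed the smallest p-value of the 884 Reactome sets. Of its 81 genes, 73 were lower in KO lesions, with a median log2 fold change of -0.78 (adjusted p = 5.06e-12 from camera). Without WT replicate 2 the median was -0.39 and the adjusted p-value 1.34e-06. All 12 genes of the interferon alpha/beta signaling set were lower (median -0.49, adjusted p = 7.05e-04), and without WT replicate 2 the median was -0.13 and the adjusted p-value 0.0692. The signaling by interleukins set had a median of -0.21 with 70 genes lower (adjusted p = 0.00759), which became 0.330 without WT replicate 2 (median -0.08), 0.0600 without KO replicate 2 and 0.0540 without KO replicate 3. The TNF signaling set of 9 genes had a median of -0.22 (adjusted p = 0.489), and its direction turned without WT replicate 2 (adjusted p = 0.808). In turn, signaling by the TGF-beta receptor complex had a median of -0.03 over 67 genes (adjusted p = 0.553), which was 0.06 with upper quartile scaling. The Toll-like receptor set had a median of -0.25 over 103 genes (adjusted p = 6.65e-04), which was 0.0734 without WT replicate 2 (median -0.10). The largest shift of these sets was in chemokine receptors and their ligands, where 39 of 45 genes were lower with a median of -1.65 (adjusted p = 7.10e-10). This median was -0.86 without WT replicate 2 (adjusted p = 7.76e-06). The median log2 difference of the interferon gamma genes from the mean of the KO lesions was 0.45, 1.23 and 0.46 in WT replicates 1, 2 and 3.

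**Figure D2:**
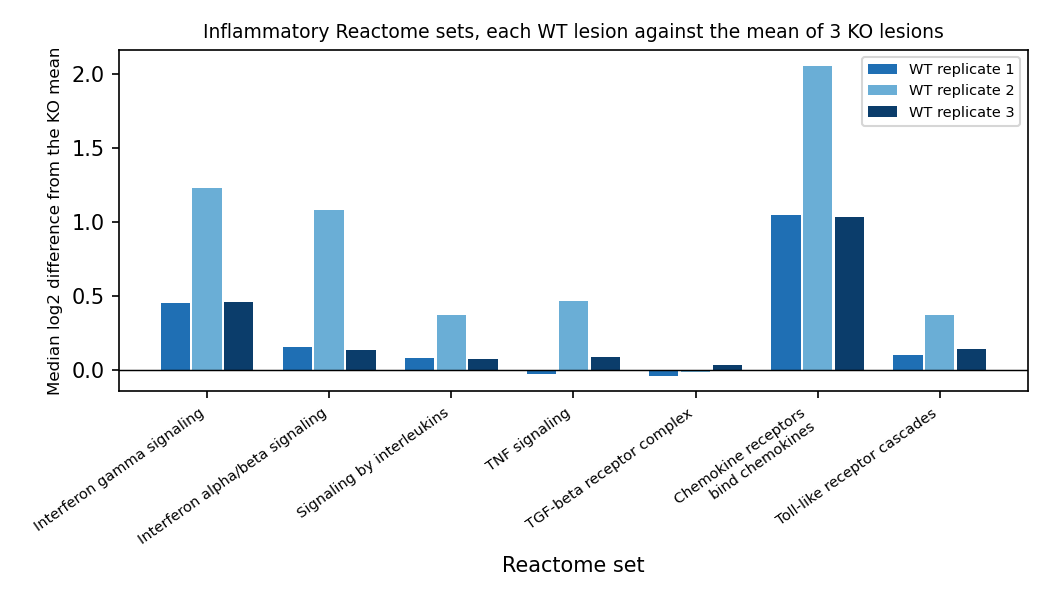
Bars give the median over the genes of each Reactome set (horizontal axis) of the log2 difference between 1 WT lesion and the mean of the 3 KO lesions (vertical axis), with 1 bar per WT lesion and no error bars. In every set except the TGF-beta receptor complex, WT replicate 2 has the highest bar, and for chemokine receptors the bars reach 1.05, 2.06 and 1.03.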

To validate this observation, we selected cytokines and chemokines known to play critical roles in endometriosis^43, 44, 45^. Most of these cytokines and chemokines were significantly reduced in Dnmt3a KO ectopic lesions compared to control ectopic lesions (Fig. 7E). These findings suggest that Dnmt3a is a key driver of cytokine and chemokine expression associated with endometriosis. 

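Of the 16 cytokine and chemokine genes labelled in Fig. 7E or 7F, all 16 were lower in KO lesions. An unadjusted p-value under 0.05 with a log2 fold change below -1 was reached by 12 of them. Adjusted over all genes tested, 0 of the 16 had an adjusted p-value under 0.05 (0.321 to 0.620, edgeR's quasi-likelihood test). Adjusted over the list alone, 8 did. The highest value of 14 of the 16 genes was in WT replicate 2. Without that lesion all 16 were still lower, 7 had an unadjusted p-value under 0.05 and 0 passed when adjusted over the list alone. DESeq2's Wald test gave 8 of the 16 an adjusted p-value under 0.05 and left 4 without one. For 9 of the 16, every WT lesion lay above every KO lesion, where chance gives no overlap in either direction for 10% of genes. That 10% holds for genes taken without regard to their values. The paper states that it selected genes known in endometriosis, but it labelled these 16 in plots of these same libraries. Counts over this list and adjustment over the list alone are therefore not independent support.
Cxcl9 (ENSMUSG00000029417.10, chromosome 5 of GRCm38 from 92321347 to 92328079) had 17.0, 24.0 and 15.7 CPM in WT and 3.65, 1.87 and 5.04 CPM in KO lesions, with a log2 fold change of -2.42 (standard error 0.41, adjusted p = 0.321). Il12a had 1.07, 1.58 and 0.683 CPM in WT and 0.0702, 0 and 0 CPM in KO lesions. Other genes rested on WT replicate 2. Il1b had 82.4, 2165 and 46.6 CPM in WT and 9.98, 1.55 and 47.2 CPM in KO lesions, so that the groups overlapped. Its log2 fold change of -5.29 was -1.72 without WT replicate 2, that of Cxcl2 went from -5.64 to -1.63, and that of Ccl3 from -5.41 to -1.33. Cxcl5 had 316, 166 and 256 CPM in WT and 4.39, 3.02 and 228 CPM in KO lesions, with a log2 fold change of -1.65 (standard error 1.58, adjusted p = 0.620). Without KO replicate 3, it was -6.05.
By gene family, 25 of 32 chemokine genes were lower with a median of -1.06 (adjusted p = 2.80e-05 from camera), and 19 of 21 interleukin genes with a median of -1.68 (adjusted p = 2.98e-06). Both medians were -0.78 without WT replicate 2. These numbers of lower genes were the same with upper quartile scaling and DESeq2's size factors. Single genes with an adjusted p-value under 0.05 numbered 0 in both families over all genes tested, and 1 chemokine and 3 interleukin genes when adjusted over the list alone (0 and 4 without WT replicate 2). At an unadjusted p-value under 0.05 there were 14 chemokine and 10 interleukin genes.

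**Figure D3:**
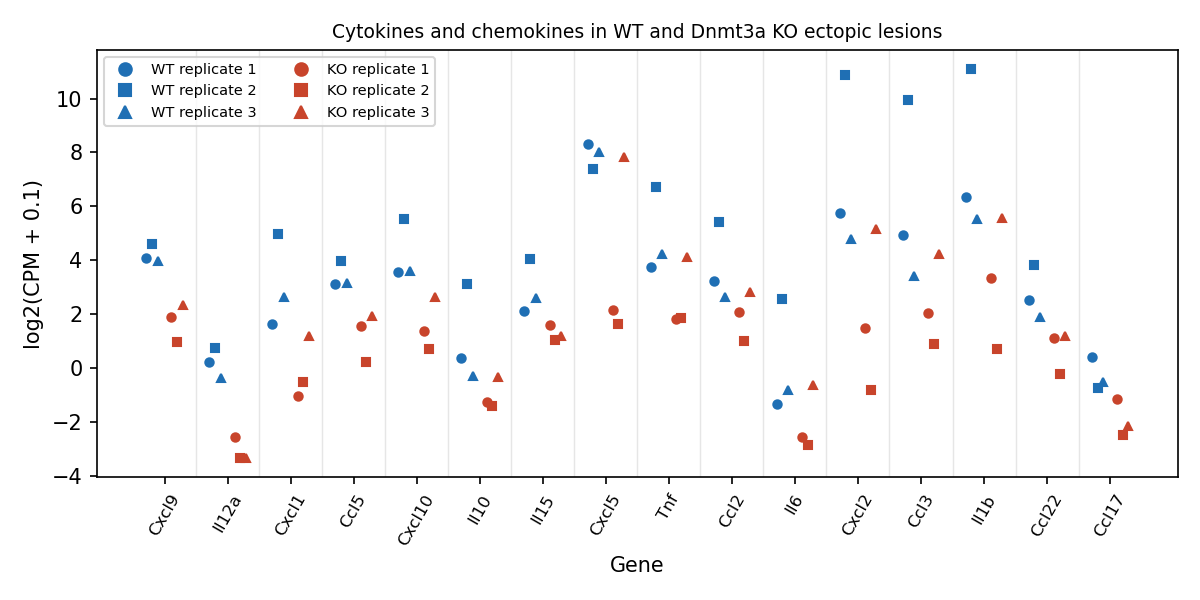
Points give log2(CPM + 0.1) (vertical axis) of each of the 16 genes (horizontal axis), with 1 point per lesion, WT in blue and KO in red, and the replicate by the shape of the point. Cxcl2, Ccl3 and Il1b in WT replicate 2 lie far above the other lesions, at 1870 CPM for Cxcl2 and 995 CPM for Ccl3.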

Endometriotic lesions establish a profoundly immunosuppressive microenvironment that supports ectopic tissue survival and progression. Consequently, regulatory T cells, myeloid-derived suppressor cells (MDSCs), and M2 macrophages are highly enriched within ectopic lesions^46, 47, 48^. Based on these observations, we measured the expression levels of *Cxcl1, Ccl22, Ccl2, Ccl17,* and *Il10*, as these chemokines are involved in the recruitment of immunosuppressive cells^49, 50^. The levels of these chemokines were significantly reduced in Dnmt3a KO endometriotic lesions compared to control ectopic lesions (Fig. 7F). These results indicate that Dnmt3a plays a critical role in establishing the immunosuppressive microenvironment of ectopic lesions, thereby promoting endometriosis progression.

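Cxcl1 (ENSMUSG00000029380.12, chromosome 5 of GRCm38 from 90891241 to 90893115) had 2.99, 31.6 and 6.11 CPM in the WT lesions and 0.386, 0.596 and 2.21 CPM in the KO lesions. Its log2 fold change was -3.68 with a standard error of 1.16, and -2.1 without WT replicate 2. Il10 (ENSMUSG00000016529.6, chromosome 1 from 131019845 to 131024974) had 1.20, 8.64 and 0.726 CPM in WT and 0.316, 0.278 and 0.688 CPM in KO lesions, a log2 fold change of -3.04 (standard error 1.07) that was -1.17 without WT replicate 2. Ccl2 (ENSMUSG00000035385.6, chromosome 11 from 82035571 to 82037453) had 9.31, 42.6 and 6.07 CPM in WT and 4.10, 1.91 and 6.92 CPM in KO lesions, so that KO replicate 3 lay above WT replicate 3. Its log2 fold change of -2.16 (standard error 0.87) was -0.83 without WT replicate 2. The neighbouring genes Ccl22 (ENSMUSG00000031779.4, chromosome 8 from 94745590 to 94751699) and Ccl17 (ENSMUSG00000031780.3, chromosome 8 from 94810453 to 94812036) had log2 fold changes of -2.22 (standard error 0.66) and -2.04 (standard error 0.68). Without WT replicate 2, the log2 fold change was -1.48 for Ccl22 and -2.28 for Ccl17. Ccl22 had 7.78 ± 5.52 CPM (SD, n = 3) in WT and 1.66 ± 0.789 CPM (SD, n = 3) in KO lesions. Ccl17 was near the detection limit, with 0.777 ± 0.403 CPM (SD, n = 3) in WT and 0.185 ± 0.145 CPM (SD, n = 3) in KO lesions.
Over all genes tested, the adjusted p-values of these 5 genes were 0.321 to 0.337 (edgeR's quasi-likelihood test), so 0 of 5 passed 0.05, and all 5 had an unadjusted p-value under 0.05. Adjusted over the list alone, 5 of 5 passed, with adjusted p-values from 0.0373 to 0.0480. This was 4 of 5 with upper quartile scaling (0.0407 to 0.0537) and with an offset for GC content and gene length chosen after seeing the data (0.0411 to 0.0531), and in both 4 of 5 had an unadjusted p-value under 0.05. Without WT replicate 2 all 5 were still lower, 2 had an unadjusted p-value under 0.05, and 0 of 5 passed when adjusted over the list alone (0.0883 to 0.20). The paper shows these 5 genes from the same libraries, so passing over the list alone is not independent support. From the lower levels of these genes in KO lesions, the paper concludes that Dnmt3a has a central part in forming the immunosuppressive surroundings of ectopic lesions and so promotes the disease.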

### Discussion

Several hypotheses have been proposed to explain how endometriosis is initiated and progresses^51^. However, the causal factors underlying the initiation of endometriosis remain poorly defined. Exposure to endocrine-disrupting chemicals (EDCs), such as PCBs, TCDD, BPA, and their analogs, is strongly associated with the progression of endometriosis by activating multiple intracellular signaling pathways, including those related to inflammation, estrogen and progesterone signaling, cell survival, and apoptosis^3^. Based on these observations, EDCs are considered potential causal factors in the progression of endometriosis. In addition to EDCs, estrogen is recognized as a key driver of endometriosis progression^52^. Therefore, synergistic interaction between estrogen and EDC signaling is likely critical for the progression of endometriosis. How EDCs coordinate with estrogen signaling in endometriotic lesions to promote disease progression remains unclear. A previous study demonstrated that PCB126 can directly induce transcriptional activation of ERα and estrogenic responses in the absence of ER agonists, owing to its intrinsic estrogenic activity^53^. However, there is no direct evidence demonstrating the agonistic activity of PCB126 toward ER. In this context, the PCB126/AXL/ERβ axis may provide a critical clue to understanding how PCB126 coordinates with ERβ to promote endometriosis progression.

How does PCB126 activate ERβ in endometriotic lesions to promote disease progression? In this study, we demonstrate that PCB126 enhances ERβ activity through the activation of AXL receptor tyrosine kinase. AXL activation is closely associated with endometriosis progression. For instance, the expression of growth arrest-specific gene 6 (*GAS6*), the ligand for AXL, and *AXL* mRNA levels are significantly elevated in endometriotic endometrial tissue compared to normal endometrium^36^. Therefore, the GAS6–AXL signaling pathway is believed to be aberrantly activated in endometriotic lesions, contributing to disease progression by enhancing ERβ activity, as GAS6 has been shown to stimulate the intrinsic transcriptional activity of ERβ. The next critical question is how the AXL/GAS6 axis activates ERβ in endometriotic lesions. Unfortunately, there is currently no direct evidence addressing this mechanism. Notably, activation of the AXL/GAS6 axis initiates several downstream signaling pathways, including PI3K–AKT–mTOR, MEK–ERK, NF-κB, and JAK/STAT^54^. Activation of these kinase signaling pathways is strongly associated with endometriosis progression^55, 56, 57, 58^. Moreover, these pathways have been shown to enhance the transcriptional activity of ERβ^59, 60^ Therefore, we propose that kinases activated by the PCB126/AXL/GAS6 axis may, in turn, activate ERβ to promote endometriosis progression. Further studies are needed to identify which AXL downstream kinase specifically activates ERβ in endometriotic lesions.

Alterations in epigenetic regulation are strongly associated with the progression of endometriosis^61^. In patients with endometriosis, DNMT1, DNMT3A, and DNMT3B are overexpressed in the epithelial component of endometriotic implants compared to normal controls or the eutopic endometrium of women with endometriosis^16, 61^. However, other studies have reported significantly lower expression levels of DNMTs in endometriotic lesions compared to the eutopic endometrium of women with endometriosis and to disease-free controls^17^. There are controversial studies regarding the differential expression of DNMTs in endometriotic lesions compared to normal endometrium. Therefore, the expression profile of DNMTs in endometriosis may be context-dependent. Our study revealed that DNMT3A levels are elevated in both mice and human endometriotic lesions. Identifying the causal factor responsible for DNMT3A upregulation in endometriotic lesions is a key question for understanding the molecular etiology of endometriosis progression. However, this question remains unresolved. Here, we propose that exposure to PCB126 drives the upregulation of DNMT3A, leading to the establishment of endometriosis-associated DNA methylation patterns that promote disease progression. Notably, PCB126 exposure alters global DNA methylation levels in a context-dependent manner. For example, in elderly Swedish individuals, elevated levels of PCB126 were associated with global DNA hypermethylation^62^. However, some studies have linked PCB exposure to global DNA hypomethylation^63^. These global methylation changes could be linked to the dysregulation of DNMT expression induced by PCB126. For example, PCB exposure significantly increased DNMT3A and DNMT3B expression in the Leydig cells of progeny rats, impairing testosterone production^64^. In contrast, a mixture of PCBs—including PCB126—reduced the expression of DNMT1, DNMT3A, and DNMT3B in the livers of female offspring^40^. Therefore, PCB exposure alters DNMT levels in a context-dependent manner. Our study demonstrated that PCB126 elevates DNMT3A expression in endometriotic lesions, contributing to the establishment of endometriosis-associated DNA methylation.

How is DNMT3A upregulated in endometriotic lesions? Answering this question is critical to understanding DNMT3A-mediated endometriosis progression. Activating Protein 2 alpha (AP2A) and Octamer-binding Transcription Factor 1 (OCT1) have been shown to transactivate DNMT3A expression^65, 66^. However, EndometDB analysis revealed that these transcription factors are not upregulated in endometriotic lesions compared to normal endometrium^67^. Our study identified ERβ as a causal factor that enhances DNMT3A expression in endometriotic lesions. ERβ is a well-established driver of endometriosis, and PCB126 enhances ERβ activity through the AXL/GAS6 signaling axis. Therefore, the PCB126/AXL/GAS6/ERβ axis represents a key mechanism underlying the induction of endometriosis-associated DNA methylation via DNMT3A. This provides an important insight into how PCB126 exposure alters DNA methylation to promote endometriosis progression.

Although elevated DNMT3A levels are associated with endometriosis progression, there is no direct evidence demonstrating that alterations in DNMT3A drive disease progression. In this context, our endometrium-specific Dnmt3a knockout mouse model provides critical insight, showing that DNMT3A plays a causal role in endometriosis progression. This raises the question: what is the functional role of DNMT3A in this process? A previous study reported that 15.4% of the variation in endometriosis is attributable to DNA methylation and identified significant differences in DNA methylation profiles associated with stage III/IV endometriosis^68^. Gene ontology analysis of differentially methylated genes revealed enrichment in pathways related to cellular proliferation, neuronal function, extracellular matrix–cell interactions, and cancer-associated signaling, including MAPK, Wnt, calcium, and Hippo pathways, as well as focal adhesion, axon guidance, and pathways implicated in breast and gastric cancers^68^. These pathways are known to play critical roles in endometriosis progression. However, there is no direct evidence linking these endometriosis-associated DNA methylation changes to alterations in DNMTs. Our Dnmt3a knockout mouse model demonstrated that many of these cellular pathways were downregulated in ectopic lesions lacking Dnmt3a, suggesting that DNMT3A is involved in modulating key endometriosis-associated pathways. Beyond these cellular mechanisms, our RNA-seq analysis further revealed that Dnmt3a plays a critical role in shaping the inflammatory and immune microenvironment of ectopic lesions. Several studies have also shown that altered cytokine and chemokine expression, along with differential immune cell recruitment, are strongly associated with endometriosis progression^69^. However, the mechanisms underlying the distinct inflammatory and immune environment within ectopic lesions remain poorly understood. The PCB126/AXL/GAS6/ERβ/DNMT3A axis provides a critical clue for understanding how EDCs may epigenetically drive the formation of an inflammatory-immune microenvironment that promotes endometriosis progression (Fig. 8). Collectively, our study identifies the PCB126/AXL/GAS6/ERβ/DNMT3A axis as a key integrator of endocrine-disrupting chemical (EDC)-mediated endometriosis progression.

## Figures and Tables

**Figure 1:**
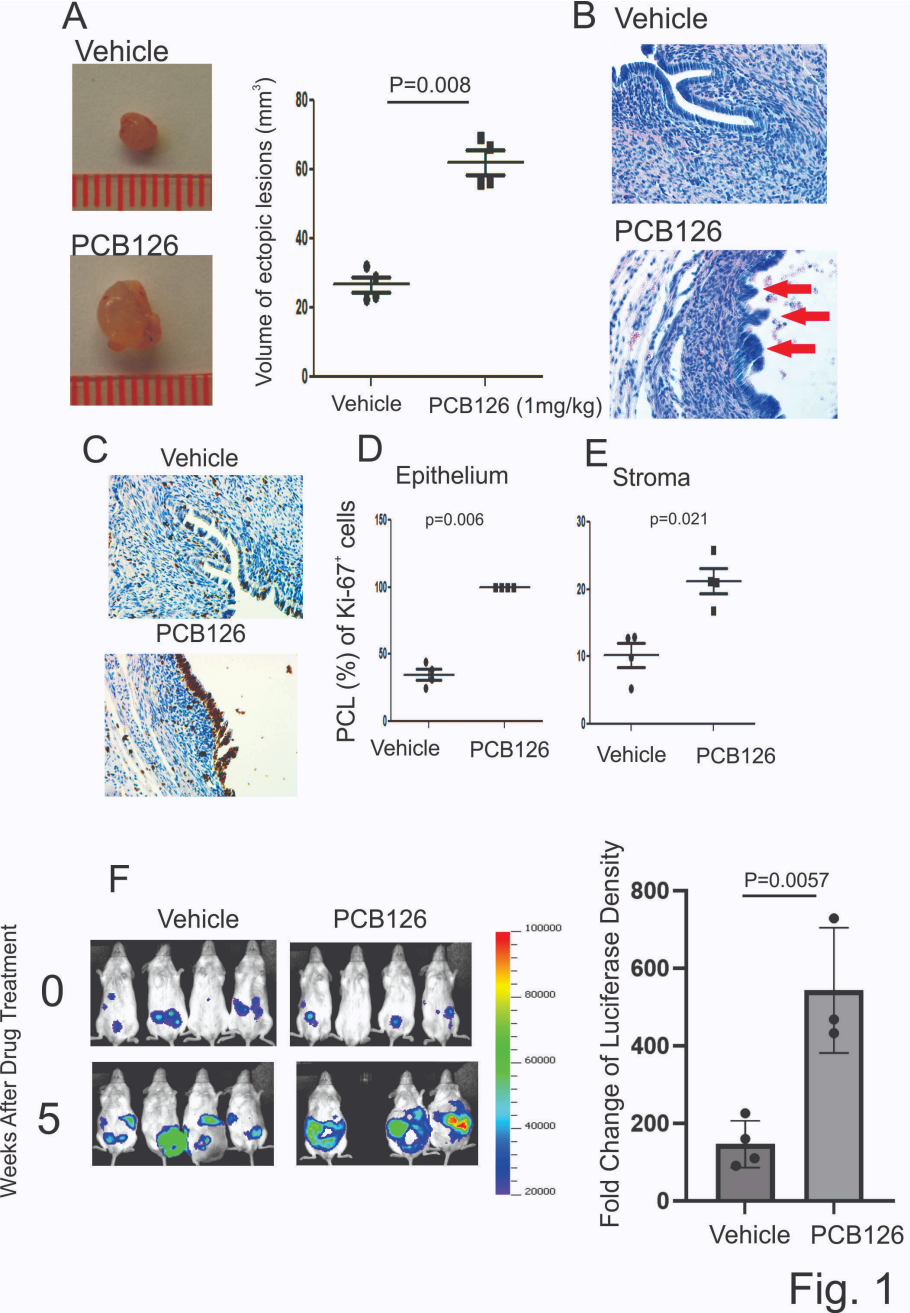
PCB126 enhanced endometriosis progression in mice with endometriosis. **A** Volume analysis of ectopic lesions isolated from mice with endometriosis treated with PCB126 (1 mg/kg) or vehicle, administered once weekly for 5 weeks. **B** Hematoxylin and Eosin (H&E) staining of ectopic lesions from vehicle- and PCB126-treated mice shown in panel A. **C** Immunohistochemical analysis of Ki-67 expression in ectopic lesions treated with vehicle or PCB126. **D–E** Quantification of the percentage of Ki-67–positive cells (PCL) in the epithelial (**D**) and stromal (**E**) compartments of ectopic lesions from vehicle- and PCB126-treated groups. **F** Evaluation of PCB126-induced progression of human ectopic lesions in SCID mice. Luciferase activity was imaged using IVIS before and after 5 weeks of treatment with PCB126 (1 mg/kg) or vehicle. Luciferase fold change was calculated as the ratio of post- to pre-treatment signal.

**Figure 2:**
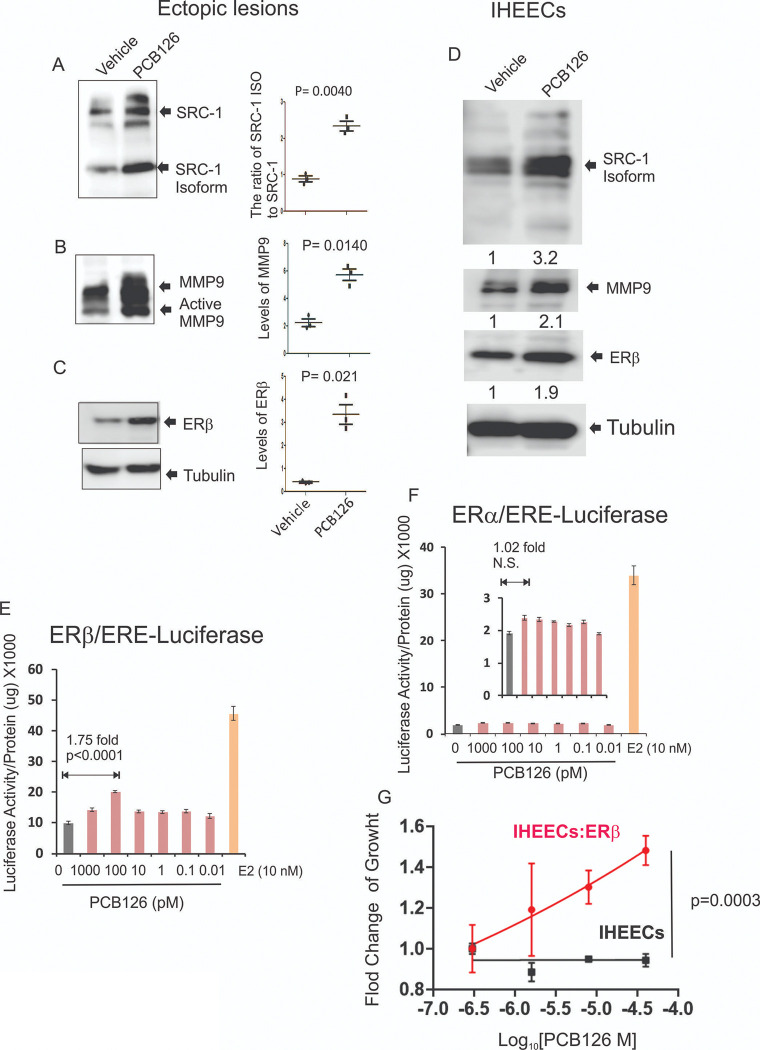
PCB126 elevated the SRC-1 isoform/MMP9/ERb axis in endometriotic lesions. **A–C** Western blot analysis to assess levels of SRC-1 and its isoform (**A**), MMP9 (**B**), and ERβ (**C**) in ectopic lesions isolated from mice with endometriosis treated with PCB126 (1 mg/kg) or vehicle once weekly for 5 weeks. Tubulin was used as a loading control for normalization. **D** Western blot analysis of SRC-1 isoform, MMP9, and ERβ in IHEECs treated with 0.1 nM PCB126 or vehicle for 2 days. Tubulin was used for normalization. **E–F** Luciferase reporter assay to evaluate the effect of PCB126 on the intrinsic transcriptional activity of ERβ (**E**) and ERα (**F**) in HeLa cells. Cells were transiently transfected with ERβ or ERα expression vectors along with an ERE-luciferase reporter construct, followed by treatment with varying doses of PCB126 or vehicle. As a positive control for ER activation, cells were treated with 10 nM E2. **G**Assessment of cell proliferation in IHEECs expressing ERβ versus parental IHEECs after treatment with increasing concentrations of PCB126 for 3 days. Cell growth was measured using the MTS assay, and fold change was calculated as the ratio of cell growth under each treatment condition relative to the vehicle control.

**Figure 3:**
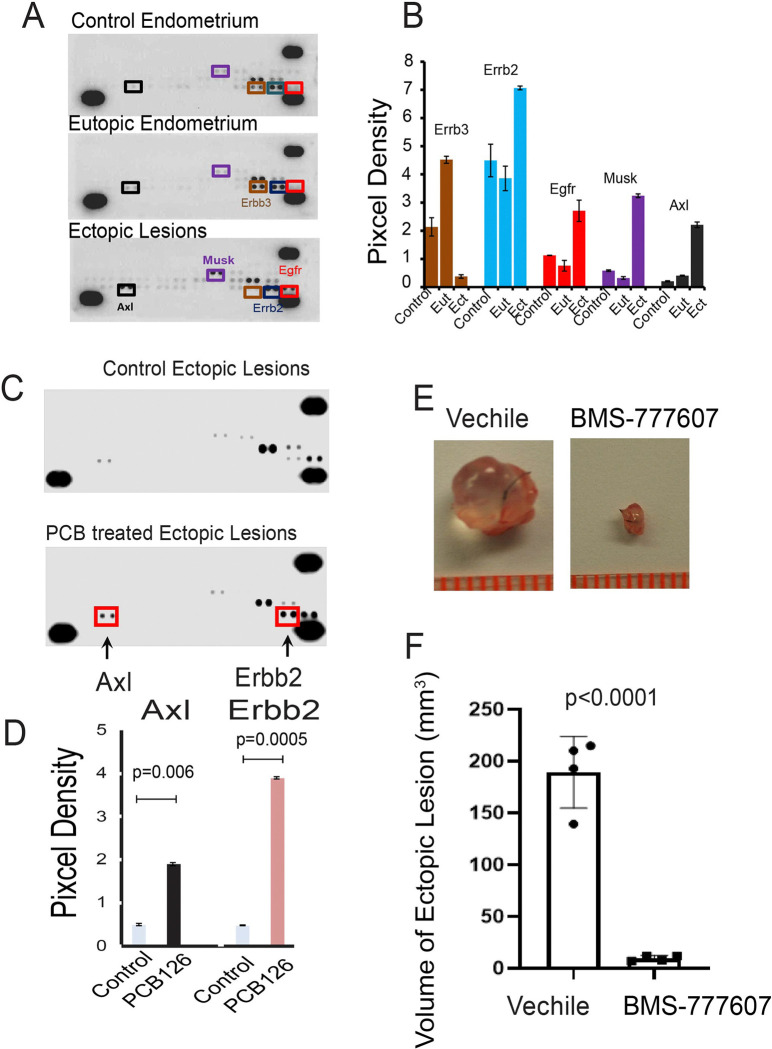
PCB126 activates AXL signaling to enhance endometriosis progression. **A–B** Analysis of receptor tyrosine kinase (RTK) activation in ectopic lesions and eutopic endometrium of mice with endometriosis, as well as control endometrium from non-endometriosis control mice (n=3 per group). Phosphorylated RTKs were detected using the Mouse Phospho-Receptor Tyrosine Kinase Array Kit (**A**). Differential levels of phosphorylated ErbB3, ErbB2, EGFR, MuSK, and AXL were quantified using the ImageJ program (**B**). Eut: eutopic endometrium; Ect: ectopic lesions. **C–D** Assessment of RTK activation in ectopic lesions of mice with endometriosis treated with PCB126 (1 mg/kg) or vehicle once weekly for 5 weeks (n=3 per group) (**C**). Phosphorylated AXL and ErbB2 levels were quantified using ImageJ (**D**). **E–F** Evaluation of the effect of the AXL inhibitor BMS-777607 on endometriosis progression. Mice with endometriosis (n=4 per group) were treated with BMS-777607 (25 mg/kg) or vehicle, five times per week for 3 weeks (**E**). The volumes of ectopic lesions from treated mice were quantified (**F**).

**Figure 4:**
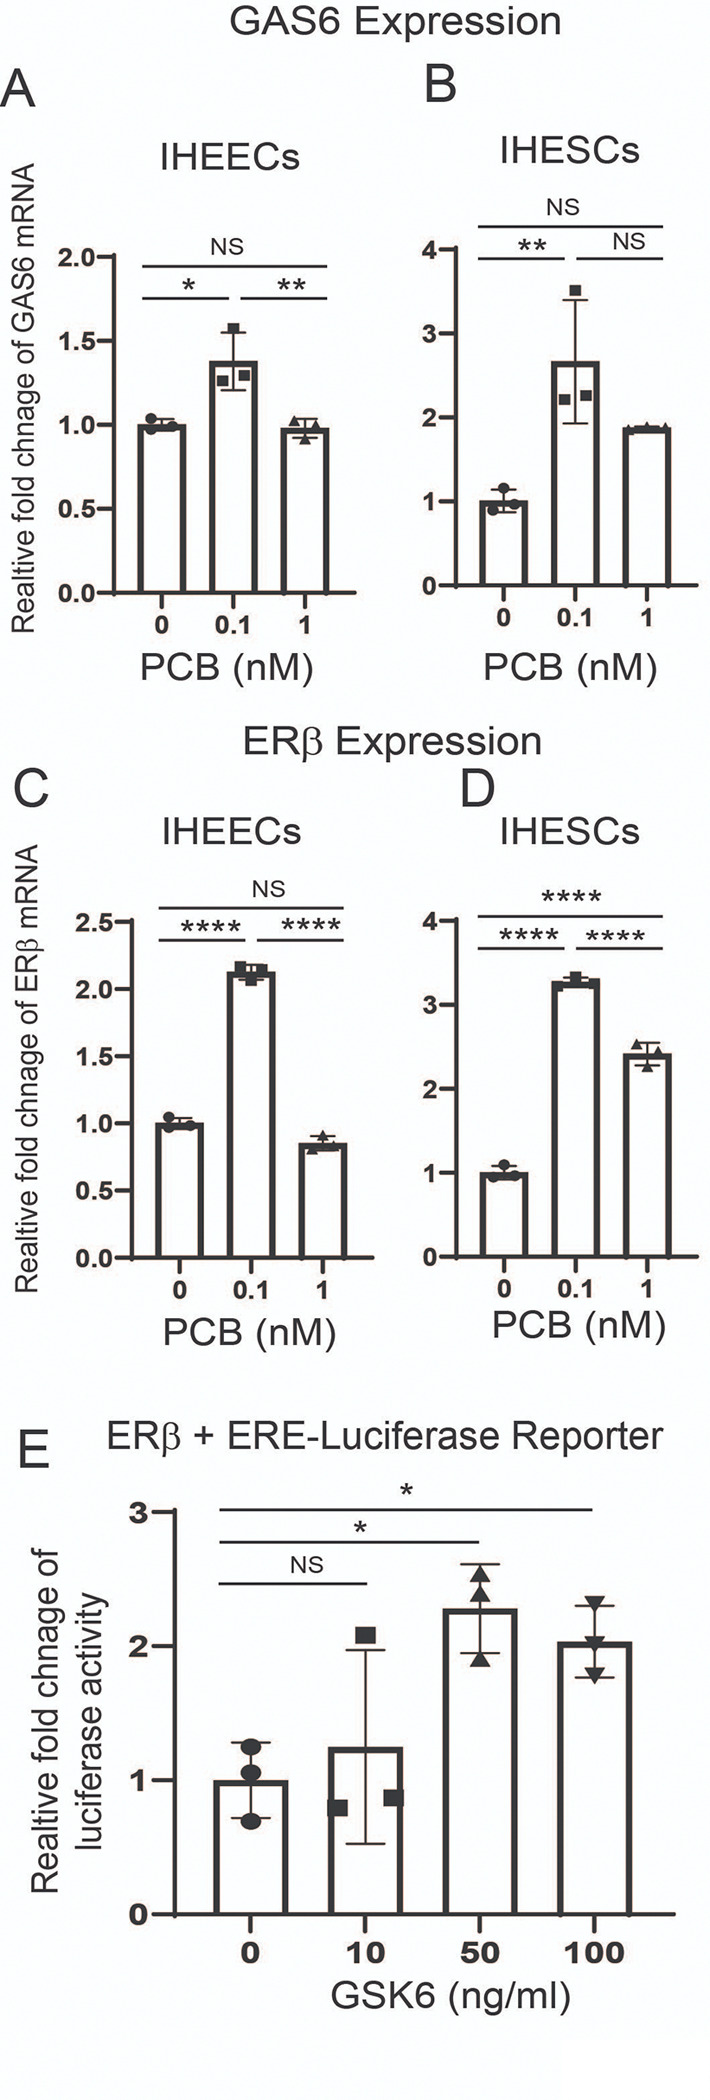
PCB126 elevated levels of GAS6/ERb axis to enhance ERbactivity **A–B** GAS6 mRNA levels in IHEECs (**A**) and IHESCs (**B**) following treatment with various doses of PCB126 or vehicle. **C–D** ERβ protein levels in IHEECs (**C**) and IHESCs (**D**) after treatment with increasing doses of PCB126 or vehicle. **E** Assessment of the intrinsic transcriptional activity of ERβ induced by GAS6. HeLa cells were transiently transfected with an ERβ expression vector and an ERE-luciferase reporter, followed by treatment with varying concentrations of GAS6 or vehicle for 48 hours. Relative luciferase activity was calculated as the fold change in GAS6-treated versus vehicle-treated cells.

**Figure 5:**
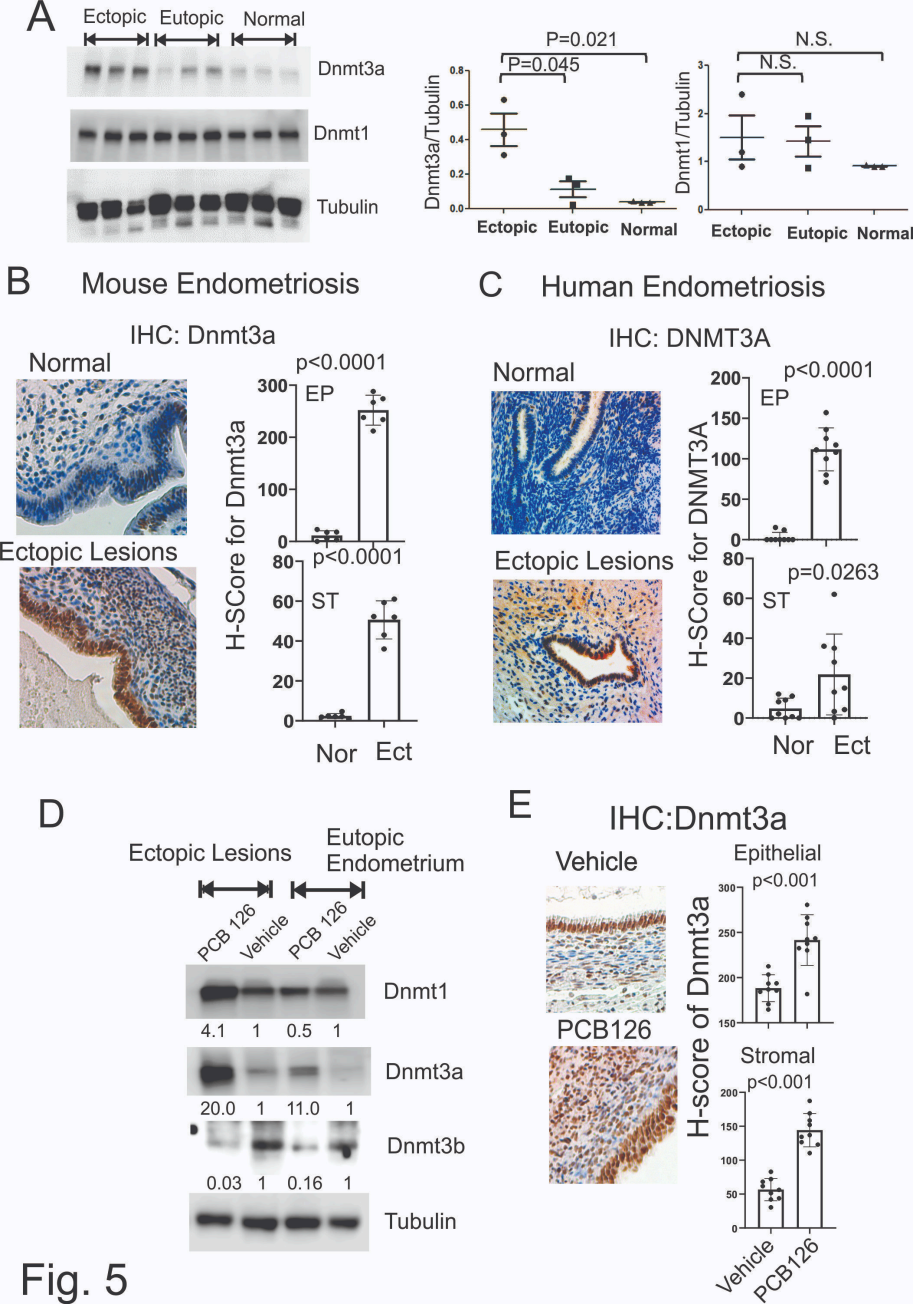
PCB126 increased the level of Dnmt3a in ectopic lesions. **A** Western blot analysis of DNMT3A, DNMT1, and tubulin (as a loading control) in ectopic lesions and eutopic endometrium of mice with endometriosis, as well as in normal endometrium from control mice without endometriosis. The DNMT3A/tubulin and DNMT1/tubulin ratios were quantified for each tissue type. **B** Immunohistochemistry (IHC) analysis of DNMT3A expression in normal endometrium from control mice and ectopic lesions from mice with endometriosis (n=6 per group). H-scores were calculated using the QuPath program. **C** IHC analysis of DNMT3A expression in normal endometrium from women without endometriosis and ectopic lesions from endometriosis patients (n=9 per group). H-scores were calculated using the QuPath program. **D** Western blot analysis of DNMT1, DNMT3A, DNMT3B, and tubulin in ectopic lesions and eutopic endometrium from mice with endometriosis treated with PCB126 (1 mg/kg) or vehicle once weekly for 5 weeks. **E** IHC analysis of DNMT3A expression in ectopic lesions from mice with endometriosis treated with PCB126 (1 mg/kg) or vehicle once weekly for 5 weeks. H-scores in epithelial and stromal compartments were quantified using the QuPath program.

**Figure 6:**
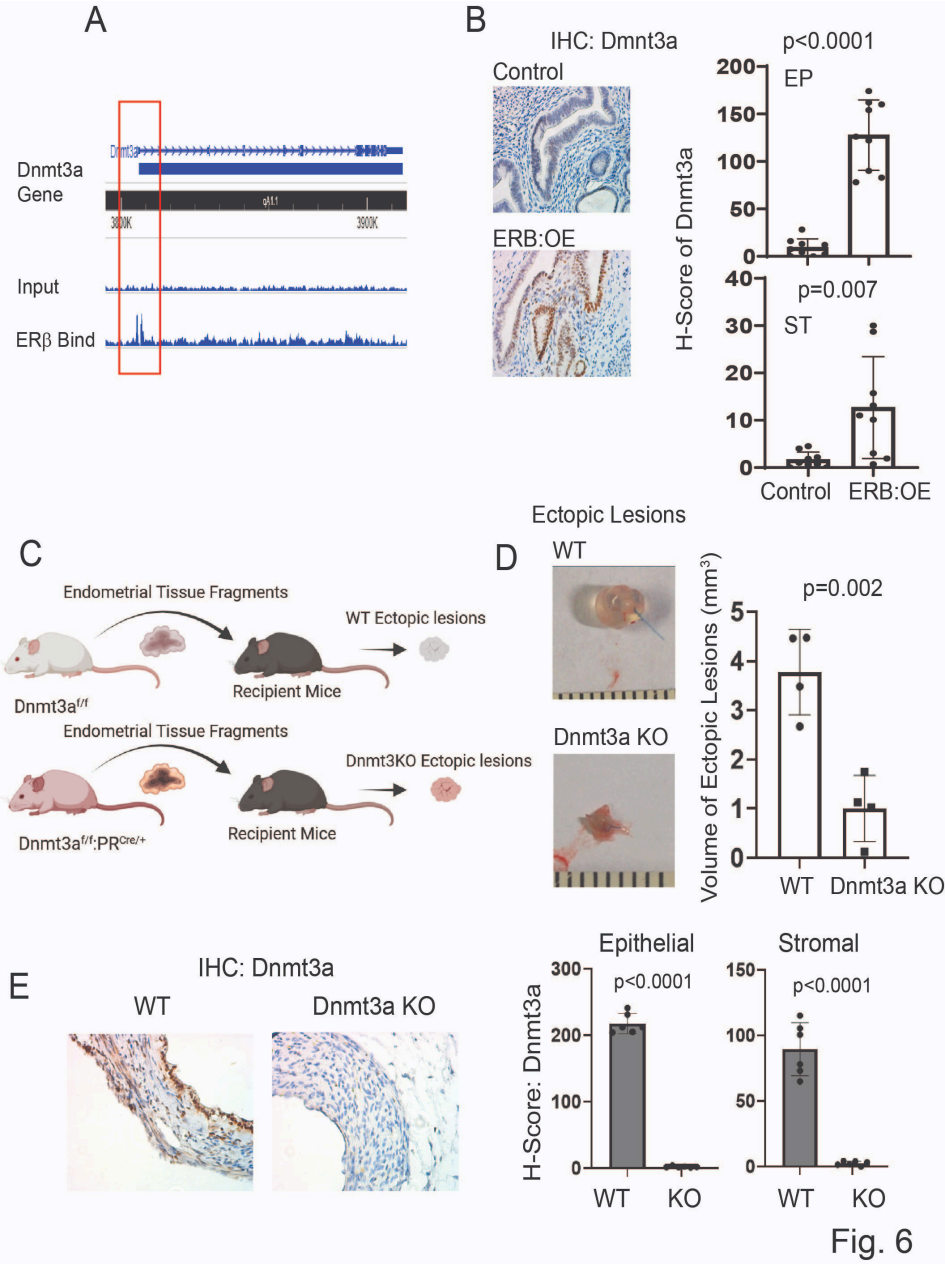
DNMT3A had a critical role in endometriosis progression. A ERβ ChIP-sequencing analysis revealed direct binding of ERβ to the promoter region of the *Dnmt3a* gene in ERβ-overexpressing ectopic lesions from mice with endometriosis. **B** Immunohistochemistry (IHC) using an ERβ antibody showed that ERβ overexpression increased DNMT3A levels in the uterus of endometrium-specific ERβ-overexpressing (ERβ:OE) mice compared to control mice. H-scores for DNMT3A in epithelial (EP) and stromal (ST) cells were quantified using the QuPath program. **C** Schematic overview of the strategy used to generate Dnmt3a knockout (KO) and wild-type (WT) ectopic lesions in syngeneic recipient mice. Endometrial fragments were obtained from the uteri of Dnmt3a^f/f^ :PR^Cre/+^ mice for the KO group and from Dnmt3a^f/f^ mice for the WT control group. **D** Volume analysis of Dnmt3a KO versus WT ectopic lesions. Lesions were harvested from recipient mice on day 21 after endometriosis induction. **E** Evaluation of DNMT3A expression in Dnmt3a KO and WT ectopic lesions (from panel D). H-scores for DNMT3A in epithelial and stromal cells of KO and WT lesions were determined using the QuPath program.

**Figure 7:**
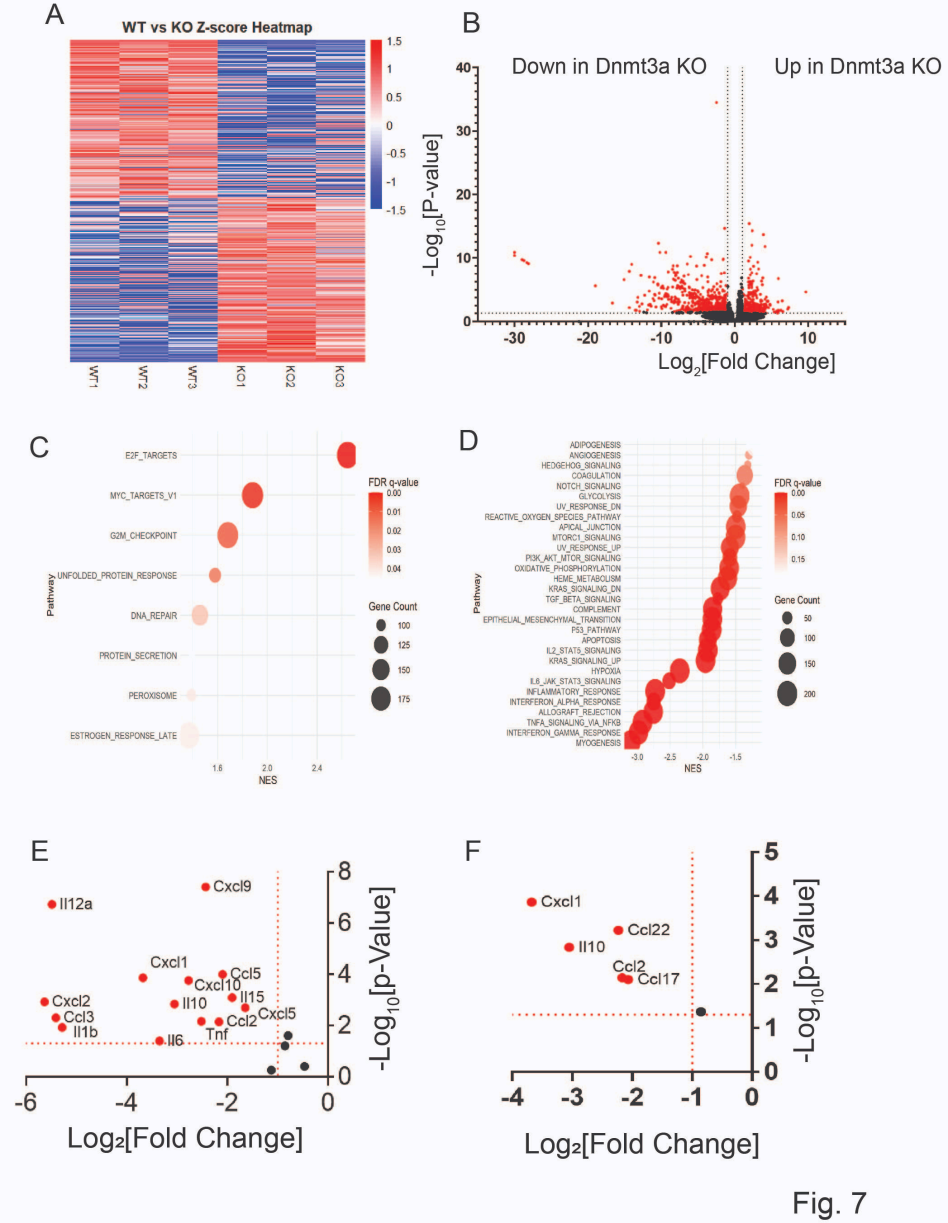
DNMT3A has a critical role in cytokine-mediated immune response in ectopic lesions in mice withendometriosis. **A** Z-score heatmap analysis of Dnmt3a knockout (KO, n=3) and wild-type (WT, n=3) ectopic lesions from recipient mice with endometriosis. **B** Volcano plot showing differential gene expression in *Dnmt3a* KO versus WT ectopic lesions. Genes with significant changes (log₂[Fold Change] ≥ ±1, −log₁₀[P-value] > 1.3) are highlighted in red. **C–D**Gene Set Enrichment Analysis (GSEA) with bubble plots illustrating gene ontology terms enriched in upregulated (**C**) and downregulated (**D**) genes in *Dnmt3a* KO ectopic lesions. Analyses were based on normalized enrichment score (NES), false discovery rate (FDR), and gene counts. **E**Expression levels of cytokines and chemokines previously implicated in endometriosis progression. **F** Expression levels of cytokines and chemokines known to contribute to an immunosuppressive microenvironment by recruiting regulatory T cells (Tregs) and myeloid-derived suppressor cells (MDSCs).

**Figure 8:**
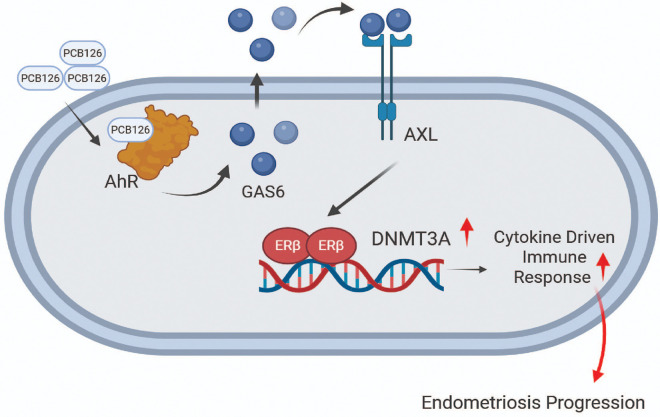
The AXL/GAS6/ERβ/DNMT3A axis in PCB126-induced endometriosis progression. PCB126 exposure elevated GAS6 levels in endometriotic lesions, leading to the activation of AXL signaling. Activated AXL enhanced ERβ activity, which in turn upregulated DNMT3A expression. Elevated DNMT3A contributed to the development of endometriosis-associated inflammatory and immune microenvironment, promoting disease progression.

How the deposited data were processed for this re-analysis (not part of the article)

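RNA from 3 control (WT) and 3 Dnmt3a KO ectopic lesions was sequenced, each lesion as 1 library. The sample labels name the genotype and replicate number of each library, and the paper gives the same numbers of lesions. The values the authors deposited are raw counts of reads per gene, as whole numbers, for 56884 genes in each library. According to the paper, the authors trimmed adapters and low-quality bases, mapped the trimmed reads to GRCm38 and counted and normalized on the Galaxy platform. The normalized values were not used here. The paper's text names neither the aligner, the counting program, the annotation release nor the program for differential expression. Its statistics section gives GraphPad Prism and a p-value threshold of 0.05 for the whole paper. Gene symbols, coordinates, GC content and length were taken from GENCODE M21 on GRCm38. Of the 56884 gene identifiers, 51948 were found there after their version was removed and 35 with the same version, so coordinates of GENCODE M21 can differ in detail from the gene models the authors counted. Identifiers without a match kept no symbol and held 3.04% to 3.56% of the counts.

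The deposited counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 18177, libraries were scaled by TMM, and a quasi-likelihood model with the genotype as its only term was fitted. A gene was counted as past the threshold of Fig. 7B when its unadjusted p-value was under 0.05 and its log2 fold change above 1 or below -1, and adjusted p-values were computed by the Benjamini-Hochberg method over all tested genes. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. CPM values were computed from the counts with the TMM factors, without a prior count, and log2 CPM for principal components with a prior count of 2. Permutation tests of single genes were exact and two-sided, and with 3 lesions against 3 their smallest p-value is 0.1. Counts come without molecular identifiers, so counting error alone understates the error of a value, and the tests of single genes used the spread between lesions. Fgsea and the Fisher's exact test of the genes around Kcnj2 take genes as their units and do not use that spread. Camera with its preset correlation also compares genes with genes, and that correlation was set and not estimated from the lesions.

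Gene sets were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, on Reactome sets supplied with fgsea 1.28.0, on the S and G2/M gene lists of Seurat 5.3.0, matched to mouse symbols, and on the chemokine and interleukin families defined by their symbols. The gene sets shown in Fig. 7C and 7D were not available here. Of the Reactome sets, 24 were chosen in advance, some of them to stand for pathways in the paper's text. Others had themes that its results text does not name: glycolysis, respiratory electron transport, complement, DNA repair, the unfolded protein response and muscle contraction. Adjusted p-values at single sets are over all 28 sets and families chosen in advance. All 884 Reactome sets with 10 to 500 tested genes were adjusted together. In addition, 16 lists of marker genes were tested with camera: neutrophils, macrophages, T cells, B cells, plasma cells, skeletal muscle, smooth muscle, adipocytes, pancreatic acinar cells, intestinal epithelium, endometrial epithelium, endometrial stroma, endothelium, mesothelium, erythroid cells, and Schwann cells and nerve.

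The sample mapping, the model, the gene sets, the marker lists and the rule for named genes were fixed before the data were examined. The rule names the 30 genes of the paper's text and of Fig. 7E and 7F that bear on these libraries, together with up to 5 genes per direction with an adjusted p-value under 0.05, a mean of at least 1 CPM, no overlap between the groups and a symbol, of which there was 1. The alternatives fixed at the same time were DESeq2's size factors or upper quartile scaling in the edgeR fit, no filter beyond 1 count, a filter of at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, limma voom with quality weights, the replicate number as a term in the model, each lesion left out in turn, other set tests (camera with estimated correlation, fry and fgsea), and principal components on the 500 most variable genes. Other alternatives were chosen after seeing the data: robust prior estimation in edgeR, an offset for GC content and gene length by loess (span 0.5), libraries thinned to the smallest total (seed 7), DESeq2 without its outlier and independent filters, DESeq2 with adjusted in place of unadjusted p-values, and DESeq2 without WT replicate 2. Marker lists were recomputed only with each lesion left out.

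The steps were tested on simulated data for the KO against WT comparison of 18177 genes, drawn with the means, dispersions and library sizes of these libraries. With 200 genes changed by 3 on the log2 scale, edgeR's quasi-likelihood test recovered 69.5% of them with 9 false calls at an adjusted p-value under 0.05. DESeq2 recovered 86% with 138 false calls, and limma voom recovered 67.5% with 12. With no gene changed, edgeR gave 0 calls at an adjusted p-value under 0.05, and 264 higher and 236 lower genes at an unadjusted p-value under 0.05 with a log2 fold change beyond 1. DESeq2 gave 50 false calls at an adjusted p-value under 0.05 in that simulation. The libraries held 45370342 to 57239184 counts, and the most abundant gene took 2.89% to 3.43% of them. No column of values per sample was left unused. The paper's measurements without sequencing files here, such as lesion volumes, staining, ChIP and Western blots, were not analysed here.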

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

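The tests of explanations in this part were chosen after the results were seen. The marker lists were written earlier, and the groups of 3 lesions are too small for a test of single outlying values.

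Skeletal muscle transcripts, which the paper does not discuss, were counted in 2 of the 3 WT libraries. The 15 genes of the skeletal muscle list took 3.88% of the counts of WT replicate 1 and 4.21% of WT replicate 3, and at most 0.00247% of the other 4 libraries. Acta1 had 538183 and 495280 counts in WT replicates 1 and 3, 48 in WT replicate 2 and 736, 248 and 536 in the KO libraries. Myh4 had 124259 and 243258 counts in WT replicates 1 and 3, 1 in WT replicate 2 and 0 in each KO library. All 15 of the 15 list genes were over 10 times higher in both libraries than in any of the other 4. At 1 CPM or more, 2 of the 15 were expressed in every KO library and 4 in WT replicate 2, and 0 of them belonged to another list or to the genes the paper selected. Library size is argued against, since the largest total of a library was 1.26 times the smallest, and so is a bias of GC content and gene length, since 12 of 12 tested list genes were still lower in KO by more than 3 on the log2 scale with an offset for both. A candidate explanation is skeletal muscle in the tissue pieces of WT replicates 1 and 3, for which the list genes rose together (15 of 15). An effect of the donor genotype on muscle cannot be told apart from it. WT replicate 2, with 0.00120% of its counts on the list, had the WT genotype and almost none of the transcripts. A tissue piece can be taken with or without muscle, however, and muscle transcripts were high in 2 of 3 WT and 0 of 3 KO libraries. A mix with another sample or a library batch was not tested, since the labels give no batch.

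Pancreatic transcripts were counted in WT replicate 3, where the 12 genes of the pancreatic acinar list took 0.672% of the counts, against at most 0.0017% in the other 5 libraries. Prss2 had 24219 counts in WT replicate 3 and 0 in every other library. Cela1 had 48336 counts there and 344 to 762 elsewhere. Clps and Ins1, pancreatic genes outside the list that were picked after the values were seen, had 18182 and 142 counts there and 0 elsewhere. All 12 of 12 list genes were over 10 times higher in this library than in any other, 1 of the 12 reached 1 CPM in every KO library, and 0 belonged to another list or to the genes the paper selected. A candidate explanation is pancreas in the tissue piece of WT replicate 3 (12 of 12 genes). Pancreatic tissue from another sample in the same run stays open and was not tested. No biological explanation was tested, since the other WT lesions lacked these transcripts.

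Neutrophil transcripts were high in WT replicate 2. The median log2 difference of the 12 list genes from the mean of WT replicates 1 and 3 was 4.58. S100a8 had 151308 counts in WT replicate 2, 7907 and 3157 in the other WT libraries and 732, 138 and 2352 in the KO libraries, and S100a9 had 233805 counts in WT replicate 2. Of the list, 11 of 12 genes were over 8 times higher in WT replicate 2 than the mean of the other WT libraries. At 1 CPM or more, 7 of the 12 were also expressed in every KO library, 1 belonged to another list, and 0 were selected by the paper. By share of counts, WT replicate 2 was not the highest library. The list took 1.86%, 2.01% and 1.49% in WT replicates 1, 2 and 3 and 3.35%, 2.69% and 1.66% in KO replicates 1, 2 and 3. KO replicate 1 had 732 S100a8 and 916 S100a9 counts, so nearly all of its share lay elsewhere on the list. The mean log2 CPM over the list genes was 7.94 in WT replicate 2, 2.44 in KO replicate 1 and 1.84 to 4.28 over all libraries but WT replicate 2. The share of counts therefore does not rank the libraries by the list as a whole. A candidate explanation for the 11 of 12 genes is a larger number of neutrophils in the tissue piece of WT replicate 2. Markers of B cells, plasma cells, T cells and macrophages were also higher in this library than in the other WT libraries, with median log2 differences of 2.8, 2.28, 1.43 and 1.17, so infiltration by more than 1 cell type stays open. Among the other lists, adipocyte (10 of 10 genes, 1.41) and mesothelium markers (8 of 8, 0.77) were higher there too. Smooth muscle (-0.83) and endometrial epithelium markers (-0.55) were lower. A difference limited to immune cells is therefore not shown. Infection, surgery or the time of collection differing between mice was not tested.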

How the results depend on the processing

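Fits that left out 1 lesion are given as ranges over 6 fits. Where no reason is given for a change, the cause was not tested. The GC and length offset, the thinned libraries, robust prior estimation, DESeq2 without its filters, DESeq2 with adjusted p-values and DESeq2 without WT replicate 2 were chosen after seeing the data.

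The main numbers were 564 higher and 1064 lower genes at the unadjusted threshold and 0 higher and 1 lower gene at an adjusted p-value under 0.05. DESeq2's Wald test gave 1839 lower genes, and 307 higher and 770 lower genes with an adjusted p-value under 0.05. DESeq2 without its filters gave 1029 higher and 2040 lower genes, and 321 and 755 by adjusted p-value. With adjusted in place of unadjusted p-values and a log2 fold change beyond 1, DESeq2 gave 251 higher and 708 lower genes. DESeq2 without WT replicate 2 gave 865 higher genes, and 333 higher and 1187 lower genes by adjusted p-value. Lower genes by adjusted p-value numbered 0 with DESeq2's size factors, upper quartile scaling, the GC and length offset and thinned libraries (with 1065, 907, 901 and 1059 lower genes at the unadjusted threshold), and 11 with limma voom. Without a filter, 1652 genes were lower at the unadjusted threshold, over 30336 genes in place of 18177. Across the fits that each left out 1 lesion, 280 to 1021 genes were higher and 551 to 1650 lower at the unadjusted threshold, and 0 to 2 were higher and 0 to 396 lower by adjusted p-value. The 396 arose without WT replicate 2, and in 261 of these genes WT replicate 2 did not lie above the KO lesions. In every one of the alternatives run, more genes were lower than higher at the unadjusted threshold with a log2 fold change beyond 1. Without the limit on the fold change, 1190 genes were higher and 1484 lower, and this turned with upper quartile scaling (1945 higher and 1179 lower) and with the GC and length offset (1861 and 1171). Upper quartile scaling and the GC and length offset, which moved the median log2 fold change of all genes from 0.01 to 0.11 in either case, lowered the share of lower genes most, to 55.9% and 55.4%.

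The replicate numbers did not pair the lesions. The deviations of same-numbered lesions from their group means correlated across genes at 0.03, -0.15 and -0.20 for replicates 1, 2 and 3. With the replicate number as a block in the model, 372 genes were higher and 573 lower at the unadjusted threshold and 0 were lower by adjusted p-value, the log2 fold change of Gas6 was -0.0635, the adjusted p-values of the S phase set and the unfolded protein response set were 0.0516 and 0.0684, and 15 Reactome sets were higher. The block uses degrees of freedom of a fit of 6 libraries.

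Among the named genes that the paper ties to cytokines, all 16 kept their direction in every alternative run. Directions changed for 5 named genes, of which Ncoa1, Gas6, Mki67 and Egfr had small fold changes and Mmp9 did not. The log2 fold change of Ncoa1, at -0.02, was 0.0762 with upper quartile scaling, 0.0925 with the GC and length offset and 0.02 with DESeq2 without WT replicate 2. Gas6, at 0.18, was -0.35 with limma voom. Mmp9, at -2.06, rested on WT replicate 2, without which its log2 fold change was 0.0676 with edgeR and 0.0738 with DESeq2. With 1 lesion left out, the log2 fold change ran from -0.59 to 0.50 for Gas6, from -3.18 to 0.0676 for Mmp9, from -0.10 to 0.0348 for Ncoa1, from -0.25 to 0.43 for Mki67 and from -0.67 to 0.0543 for Egfr. With DESeq2's Wald test, 10 of 25 named genes with an adjusted p-value gained one under 0.05.

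The estimated correlation and fry changed nearly all set calls. With the estimated correlation, the adjusted p-value was 0.693 for S phase and the mitotic cell cycle, 0.0993 for glycolysis, 0.709 for respiratory electron transport, and 0.655 for each of the other sets and both families called in the main test. The Reactome sets past 0.05 were 0 higher and 0 lower, with 10 at an unadjusted p-value under 0.05. With fry, it was 0.333 for the unfolded protein response, both interferon sets, chemokine receptors, Toll-like receptors, PI3K AKT activation, striated muscle contraction and both families. It was 0.338 for the E2F set, the G2/M checkpoints, DNA repair, signaling by interleukins, the extracellular matrix and Seurat's S phase genes, 0.366 for S phase, 0.367 for the mitotic cell cycle and Seurat's G2/M genes, and 0.522 for respiratory electron transport. The Reactome sets were again 0 and 0, with 60 at an unadjusted p-value under 0.05. With fgsea, PI3K AKT activation had 0.0550 and 94 Reactome sets were higher. DESeq2's size factors changed 0 of the 28 set calls.

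With 1 lesion left out, adjusted p-values ran from 0.00745 to 0.354 for S phase, from 0.0202 to 0.679 for DNA replication, from 0.00339 to 0.135 for the E2F set, from 0.000818 to 0.115 for the G2/M checkpoints and from 0.00226 to 0.299 for the mitotic cell cycle. They ran from 0.0152 to 0.0969 for the unfolded protein response, from 0.000906 to 0.115 for DNA repair and from 1.33e-07 to 0.113 for Seurat's G2/M genes. For interferon alpha/beta signaling the range was 9.44e-05 to 0.0692, for signaling by interleukins 0.000823 to 0.330 and for Toll-like receptors 3.07e-05 to 0.0734. It was 4.03e-08 to 0.219 for the extracellular matrix, 0.0156 to 0.297 for PI3K AKT activation and 3.03e-13 to 0.584 for respiratory electron transport. The direction turned for the TNF (0.198 to 0.808), complement (0.131 to 0.808) and VEGF (0.106 to 0.914) sets without WT replicate 2 and for smooth muscle contraction (0.146 to 0.704) without WT replicate 2 or KO replicate 3, none of them past 0.05. Reactome sets numbered 28 to 88 lower and 5 to 77 higher. The interferon gamma, chemokine receptor, glycolysis, striated muscle and Seurat S phase sets and both families stayed past 0.05 in the 6 fits.

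Among the marker lists, 3 that were not past 0.05 with all lesions were so without KO replicate 3: endometrial epithelium (adjusted p = 0.00964, and 0.0253 without WT replicate 3), adipocytes (0.00964) and erythroid cells (0.00537). The direction turned for adipocytes (adjusted p-values from 0.00964 to 0.873), pancreatic acinar cells (0.139 to 0.574), endometrial stroma (0.199 to 0.886) and mesothelium (0.0678 to 0.968). Without WT replicate 2, 4 of the 16 lists were no longer past 0.05. The pancreatic list rested on 2 tested genes, and low markers limit what it can show.

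In the analysis of sample separation, PC1 held 44.6% of the variance with DESeq2's size factors, 48.5% with at least 10 counts in every library and 54.9% with the 500 most variable genes. The percent of genes with no overlap between WT and KO was 19.5% with DESeq2's size factors and 19.1% with at least 10 counts in every library, where chance gives 10%. The alternatives for normalized values without counts were not run, since the values are counts.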

Differences from the paper's values

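The paper reports 251 upregulated genes in KO lesions at its threshold, and the value here was 564. Of the alternatives set before the data were examined, the replicate number as a block (372) and leaving out KO replicate 2 (280) fell within 1.5 times of the paper's number, and the others did not. The paper reports 708 downregulated genes, and the value here was 1064. Upper quartile scaling (907), at least 10 counts in every library (835), the replicate block (573) and leaving out KO replicate 1 (551) or KO replicate 2 (658) fell within 1.5 times, and the other alternatives set before the data were examined did not. Of the alternatives chosen after seeing the values, the GC and length offset (901), thinned libraries (1059) and robust prior estimation (1037) also did for the lower genes. DESeq2's Wald test with adjusted in place of unadjusted p-values, chosen after seeing the values, gave 251 higher and 708 lower genes, both of the paper's numbers. With unadjusted p-values, as the paper's text states the threshold, DESeq2 gave 842 and 1839.

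The largest -log10 p-value of any gene was about 34 in Fig. 7B, read by eye, and 5.61 here (Kcnj2). DESeq2's Wald test, set before the data were examined, gave 38.8 for Kcnj2, within 1.5 times of the paper's value, and no other alternative set at that time did. Of those chosen after seeing the values, DESeq2's adjusted p-value gave 34.5 and DESeq2 without its filters also came within 1.5 times. The lowest log2 fold change was about -30 in Fig. 7B, read by eye, and -19.47 here, for Myh1, a skeletal muscle gene with 0 CPM in the KO lesions that is named after its values were seen. With DESeq2's Wald test the lowest value of any gene past the threshold was -30. In DESeq2 without its filters, -30 was the value of Myh4 and Pvalb, and Myh1 was not among the 27 genes below -20. Besides DESeq2's Wald test, no alternative set before the data were examined came within the error of the paper's value. The DESeq2 fits chosen after seeing the values did. Such values are fitted values, not measured folds, where a group has 0 counts.

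For the genes of Fig. 7E and 7F, all 16 log2 fold changes read from the figure lay within the error of those computed here, and the -log10 p-values of 13 genes differed by more than 1.5 times. Read by eye from Fig. 7E, the paper's -log10 p-value was about 7.4 for Cxcl9 against 3.01 here, about 6.7 for Il12a against 2.63, about 3.9 for Cxcl1 against 1.72 and about 4.0 for Ccl5 against 2.16. It was about 3.7 for Cxcl10 against 1.88, about 2.8 for Il10 against 1.52, about 3.1 for Il15 against 1.85 and about 2.7 for Cxcl5 against 0.472. It was also about 2.2 for Tnf against 1.25, about 2.1 for Ccl2 against 1.32, about 2.9 for Cxcl2 against 1.24 and about 2.3 for Ccl3 against 1.41. For Ccl22 it was about 3.2 in Fig. 7F, read by eye, against 1.83 here. Among the alternatives set before the data were examined, DESeq2's Wald test gave values within 1.5 times for 11 of the 12 genes to which it gave a p-value, with Cxcl5 the exception. Limma voom did so for 7 of the 16, no filter and leaving out WT replicate 3 for 5 each, and every other alternative set at that time for 3 or fewer. DESeq2 without its filters, chosen after seeing the values, did so for 15 of the 16.

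The paper states that TNF alpha and TGF beta signaling were significantly lower in KO lesions. With Reactome sets in place of the gene sets shown in Fig. 7C and 7D, their adjusted p-values from camera were 0.489 and 0.553. The paper also lists angiogenesis and reactive oxygen species signaling among the lower pathways, and the Reactome sets used in their place had adjusted p-values of 0.286 and 0.518. These sets are loose stand-ins. The TNF set had 9 genes, signaling by VEGF stood for angiogenesis, and detoxification stood for reactive oxygen species signaling. Their genes can differ from those of the paper's sets, so these values do not test the paper's statements. The paper states that the 5 chemokine and cytokine genes of Fig. 7F were significantly lower. All 5 were lower here, and all 5 had an unadjusted p-value under 0.05, with adjusted p-values over all genes of 0.321 to 0.337. DESeq2's Wald test gave 3 of the 5 an adjusted p-value under 0.05 over all genes.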

Other observations

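The tests in this part were chosen after the results were seen, except the results of the marker lists and of the named genes and the fits without single lesions.

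The 6 lesions can be split into 2 groups of 3 in 10 ways, so no share under 0.1 can be reached, and a result of chance cannot be told apart from an effect of genotype by this count. The split by genotype gave the most genes at the unadjusted threshold, 1628 in all (1 of 10 splits as large), with 1148 in the next split, which set WT replicates 1 and 2 with KO replicate 3 against the others. It gave the most edgeR genes by adjusted p-value (1 of 10 splits), although that number is 1 against 0. With DESeq2, adjusted p-values and a log2 fold change beyond 1, the genotype gave 959 genes (1 of 10 splits) and the next split 440. For Reactome sets, 3 of 10 splits gave as many as the 126 of the genotype, the others being 206 and 128. The chemokine and interleukin families each had their smallest p-value in the split by genotype (1 of 10 splits for each), 6.00e-06 against 3.97e-05 in the next and 5.32e-07 against 1.12e-05.

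More genes were lower than higher in KO lesions at an unadjusted p-value under 0.05 with a log2 fold change beyond 1 (1064 against 564). Other counts went the other way, since 1936 genes had every KO lesion above the WT lesions and 1589 every WT lesion above the KO lesions. Library size is argued against as the reason for the excess past the fold limit, since the largest total of a library was 1.26 times the smallest and the totals of WT and KO lesions overlapped. GC content and gene length cannot be told apart from the other reasons and stay open: under the offset 901 genes were lower and 726 higher, but upper quartile scaling, which has no term for either and moved the median log2 fold change of all genes to 0.11 as the offset did, gave 907 and 716, so these counts do not bear on GC content or length. Muscle transcripts cannot be told apart from the other reasons either. Without the genes that exceeded the KO range in WT replicates 1 and 3 alone, 854 lower and 556 higher genes were left, but this removes genes by their own values and leaves muscle genes such as Musk, which also exceeded the KO range in WT replicate 2 (1.26 CPM against at most 0.50). Other differences in cell composition and an effect of Dnmt3a stay open. Among the 708 genes that DESeq2 called lower by adjusted p-value with a log2 fold change below -1, 495 had every WT lesion above the KO range, and 185 had only WT replicates 1 and 3 above it. Of 27 genes with a fitted log2 fold change below -20 in DESeq2 without its filters, 16 had over 99% of their counts in WT replicate 3, 4 in WT replicate 2, and 6 were in WT replicates 1 and 3.

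Lower cytokine levels in KO lesions could come from fewer immune cells as well as from lower expression per cell. The infiltrate of WT replicate 2 alone is argued against for both families, but only by camera with its preset correlation. Without that lesion the interleukin family had an adjusted p-value of 0.00119. Its range over the fits that left out 1 lesion was 6.35e-08 to 0.00119. The chemokine family had 0.00401 without WT replicate 2. The medians of the interleukin and chemokine genes went from -1.68 and -1.06 to -0.78 in both. With all lesions, both families had adjusted p-values of 0.655 with the estimated correlation and 0.333 with fry. Neither of these tests was run without WT replicate 2. The values are those that fewer T cells in KO lesions would need: all 12 markers of the T cell list were lower, with a median log2 fold change of -1.96, and of -1.55 without WT replicate 2. Cd3e had 5.00, 11.9 and 4.23 CPM in WT and 1.75, 0.636 and 3.29 CPM in KO lesions. Of the 12 markers, 3 reached 1 CPM in every KO library, and 0 belonged to another list or to the genes the paper selected. Expression per cell was not measured in these libraries, so a change of cytokine expression within cells stays open beside it.

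The other marker lists gave the following values, with adjusted p-values over the 16 lists from camera. Neutrophil (10 of 11 tested genes lower, median log2 fold change -3.66, adjusted p = 0.00711), macrophage (11 of 12, -0.84, 0.00159), B cell (10 of 10, -2.81, 1.75e-04) and plasma cell markers (9 of 10, -1.69, 0.00719) were lower in KO lesions. Without WT replicate 2 their adjusted p-values were 0.338, 0.338, 0.0166 and 0.20, and plasma cells had 0.0738 without KO replicate 3. The T cell list had 2.84e-09, and 7.55e-05 without WT replicate 2. All 12 tested skeletal muscle markers were lower (2.69e-08). Endothelial markers were lower (9 of 10, -0.35, 0.0493), and of the fits that left out 1 lesion only the one without KO replicate 3 kept them past 0.05 (0.637 without KO replicate 2, the highest). Smooth muscle markers were higher, with 2 of 11 genes lower and a median of 0.96 (6.91e-06, and 0.0166 without WT replicate 2). The lists of adipocyte (0.39, 0.960), pancreatic acinar (2 tested genes, 0.427), intestinal epithelium (-0.25, 0.352), endometrial epithelium (0.53, 0.161), endometrial stroma (-0.20, 0.767), mesothelium (-0.21, 0.575), erythroid (-0.31, 0.352) and Schwann cell and nerve markers (-0.54, 0.161) were not past 0.05 with all lesions. Without KO replicate 3, endometrial epithelium (0.00964, higher), adipocyte (0.00964, lower) and erythroid markers (0.00537, lower) were, and endometrial epithelium also was without WT replicate 3 (0.0253). Among single libraries, Adipoq had 687 CPM in KO replicate 3 and 83.6 to 312 CPM in the others.

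Genes of stratified epithelium were noticed in WT replicate 2. Upk3a had 2172 counts there and 0 in every other library, Krt5 had 4409 counts there and at most 12 elsewhere, Upk2 had 839 and at most 30, and Psca had 1379 and at most 107. Of a list of 8 further genes of such epithelium, written after these were seen, 0 of 8 were over 10 times higher in WT replicate 2 than in any other library, and 4 of the 8 were highest there. Some of the 8 could not show a small share of such tissue, since Perp had 127 to 285 CPM in all libraries. Stratified epithelium in the tissue piece, that of the bladder included, therefore cannot be told apart from another source by this list and stays open.

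Kcnj2, the gene with the smallest p-value, lay far below the WT range in each KO lesion. Of 111 tested genes within 5 Mb, 6.31% had an unadjusted p-value under 0.05, against 14.7% of all genes (two-sided Fisher's exact test, p = 0.0100). A stretch of chromosome that differs between donor strains cannot be told apart from an effect of genotype by this share, since a short stretch or a variant at Kcnj2 alone would leave the neighbouring genes as they are. Its function in the lesions was not tested, and the paper does not report it.

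Other genes that the paper measured in other experiments had these values in the lesions. Esr1 had 161 ± 59.3 CPM (SD, n = 3) in WT and 353 ± 113 CPM (SD, n = 3) in KO lesions, with a log2 fold change of 1.13 (adjusted p = 0.328 from edgeR's quasi-likelihood test). Erbb2 had a log2 fold change of 1.01 (adjusted p = 0.332), Axl of -0.46 (0.447), Pgr of 0.37 (0.554), Dnmt1 of 0.16 (0.608), Dnmt3b of 0.30 (0.601), Gas6 of 0.18 (0.874), Mmp9 of -2.06 (0.433), Ncoa1 of -0.02 (0.955) and Egfr of -0.18 (0.816). Esr2 was under the filter on low counts, with 3.22 CPM in KO replicate 2 and at most 0.208 CPM in the other lesions. Musk had 18.4, 1.26 and 10.7 CPM in WT and 0.0702, 0.159 and 0.50 CPM in KO lesions, and its high values were in the libraries with muscle transcripts. Dnmt3a itself was still counted in every KO lesion, at 30.3 to 36.2 CPM, and which cells carried it was not measured in these libraries. The counts are per gene, so they do not separate transcripts with the floxed part from those without it. By staining, the paper reports no Dnmt3a in epithelial and stromal cells of KO lesions, and these counts do not bear on the protein.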
